# Ecdysone signaling induces two phases of cell cycle exit in *Drosophila* cells

**DOI:** 10.1242/bio.017525

**Published:** 2016-10-13

**Authors:** Yongfeng Guo, Kerry Flegel, Jayashree Kumar, Daniel J. McKay, Laura A. Buttitta

**Keywords:** Drosophila, Cell cycle, Ecdysone, Metamorphosis, Steroid hormone

## Abstract

During development, cell proliferation and differentiation must be tightly coordinated to ensure proper tissue morphogenesis. Because steroid hormones are central regulators of developmental timing, understanding the links between steroid hormone signaling and cell proliferation is crucial to understanding the molecular basis of morphogenesis. Here we examined the mechanism by which the steroid hormone ecdysone regulates the cell cycle in *Drosophila*. We find that a cell cycle arrest induced by ecdysone in *Drosophila* cell culture is analogous to a G2 cell cycle arrest observed in the early pupa wing. We show that in the wing, ecdysone signaling at the larva-to-puparium transition induces Broad which in turn represses the cdc25c phosphatase String. The repression of String generates a temporary G2 arrest that synchronizes the cell cycle in the wing epithelium during early pupa wing elongation and flattening. As ecdysone levels decline after the larva-to-puparium pulse during early metamorphosis, Broad expression plummets, allowing String to become re-activated, which promotes rapid G2/M progression and a subsequent synchronized final cell cycle in the wing. In this manner, pulses of ecdysone can both synchronize the final cell cycle and promote the coordinated acquisition of terminal differentiation characteristics in the wing.

## Abstract (precis)

**Summary:** Pulsed ecdysone signaling remodels cell cycle dynamics, causing distinct primary and secondary cell cycle arrests in *Drosophila* cells, analogous to those observed in the wing during metamorphosis.

## INTRODUCTION

Steroid hormones play a central role in coordinating the timing of developmental events. The insect steroid hormone ecdysone is a critical regulator of developmental transitions in hemi- and holometabolous insects, and has long served as a model to study the mechanisms by which steroid hormones control developmental timing (Yamanaka et al., 2013). The ecdysone nuclear hormone receptor signaling pathway is most closely related to the retinoic acid signaling pathway in vertebrates, which also acts a key modulator of cell differentiation in many cell types (Breitman et al., 1980). A pulse of ecdysone signaling occurs during the initiation of metamorphosis at the larva-to-puparium transition (Ashburner, 1989), where extensive changes in proliferation, cell shape, apoptosis and cell adhesion take place. For example, the strong ecdysone pulse at the larva-to-puparium transition leads to activation of apoptotic programs in many larval cell types such as the salivary gland, muscle and midgut (Jiang et al., 1997, 2000; Lee et al., 2002; Yin and Thummel, 2004; Zirin et al., 2013) while in other tissues such as the abdominal histoblasts or dorsal adult progenitor (DAP) cells of trachea, proliferation of adult progenitors is triggered (Djabrayan et al., 2014; Ninov et al., 2009). In the case of abdominal histoblasts, these cells remain quiescent in the G2 phase of the cell cycle during larval development, and are poised to enter mitosis and proliferate when the rate-limiting G2-M cdc25c phosphatase String (Stg) is induced by ecdysone. Normally as a regulator of mitotic entry, Stg itself is not sufficient to drive the entire cell cycle or, therefore, proliferation (Neufeld et al., 1998). However, the dramatic proliferative response in histoblasts to the induction of Stg occurs because these cells accumulate high levels of the G1-S rate-limiting cyclin, Cyclin E (CycE), during the G2 arrest. The accumulation of CycE drives the subsequent G1-S transition, making Stg induction in these cells uniquely sufficient to induce a rapid proliferative response to remodel the abdomen during pupal stages (Ninov et al., 2009). In this manner, the pulse of ecdysone that triggers the larval-puparium transition also induces rapid and sustained cell-type specific changes in cell cycle dynamics.

In contrast to the abdominal histoblasts, other adult precursors such as the imaginal eye, wing and leg discs exhibit reduced proliferation during the early pupal stages and ultimately become post-mitotic one day after the larva-to-puparium transition (Buttitta et al., 2007; Graves and Schubiger, 1982; Milan et al., 1996; Schubiger and Palka, 1987). How can we explain the different cell cycle and survival responses of tissues to the same system-wide pulse of hormone? The differential effects of ecdysone on specific cell types has been postulated to be due in part to different ecdysone receptor (EcR) isoform expression (Cherbas et al., 2003; Davis et al., 2005; Gautam et al., 2015; Schubiger et al., 2003). The ecdysone receptor complex is a heterodimer of two nuclear receptors, EcR and Ultraspiracle (USP). Upon binding of the ecdysone ligand to EcR the EcR/USP heterodimer activates or de-represses target gene transcription. The *EcR* gene locus in *Drosophila* encodes 3 isoforms (EcR-A, EcR-B1 and EcR-B2). Each isoform has identical DNA and ligand binding domains but they differ in their N-terminal domains. In the wing, the focus of our study here, EcR-A and EcR-B1 are both expressed in the pouch which gives rise to the future wing blade, but during early metamorphosis EcR-B1 levels drop and the predominant EcR in the wing becomes the EcR-A isoform (Schubiger et al., 2003; Talbot et al., 1993). The EcR-A isoform of the receptor is thought to contain a repressive domain that is absent from the other isoforms, such that in the absence of ecdysone it represses target gene expression, but in the presence of ecdysone, these targets become de-repressed (Mouillet, 2001; Schubiger et al., 2005). In contrast to the wing, the imaginal histoblasts predominantly express EcR-B1 (Talbot et al., 1993), but this changes upon the larval-puparium transition after which histoblasts express both EcR-A and EcR-B1 isoforms (Ninov et al., 2007). While different EcR receptor isoforms may shape some of the differential responses to ecdysone in the imaginal discs versus other tissues, it is becoming clear that many targets for each receptor isoform can also be cell-type specific (Stoiber et al., 2016).

Several studies have investigated how ecdysone signaling impacts the cell cycle in larval imaginal discs. For example *ecdysoneless* (*ecd*) temperature-sensitive mutants, which severely reduce ecdysone production at the restrictive temperature, exhibit disruption of cell cycle progression in a proliferative region of the developing eye disc, termed the second mitotic wave (SMW). This wave of proliferation is preceded by the front of initial photoreceptor differentiation in the developing eye disc, termed the morphogenetic furrow, which sweeps across the disc from the posterior to anterior during late larval and early prepupal stages. In the SMW of *ecd* mutants, proliferation and expression of the mitotic cyclin, Cyclin B (CycB), is dramatically reduced (Brennan et al., 1998). Consistent with ecdysone signaling promoting proliferation, disruption of the USP component of the ecdysone receptor complex also leads to fewer proliferating cells in the area of the SMW (Zelhof et al., 1997). Ecdysone signaling has also been linked to proliferation in the larval wing imaginal disc. For example, larval wings with suppressed ecdysone signaling contain fewer and smaller cells, in part due to upregulation of the growth suppressor Thor (Herboso et al., 2015). Ecdysone signaling is also required for expression of the zinc-finger transcription factor Crooked legs (Crol), which is required in the larval wing for proper cell proliferation and survival (Mitchell et al., 2008). Furthermore, ecdysone signaling acts through Crol and Wingless to indirectly regulate CycB levels at the wing margin, an area at the dorso-ventral wing boundary where the cell proliferation pattern is distinct from the rest of the developing future wing blade (Mitchell et al., 2013). Finally, ecdysone signaling impinges on another critical growth, survival and proliferation pathway in the wing, the Hippo signaling pathway (Saucedo and Edgar, 2007). An EcR co-activator Taiman (Tai) binds to the downstream Hippo pathway transcription factor Yorkie, and is also required for normal proliferation in the larval wing pouch (Zhang et al., 2015). Thus, in the larval stages where wing cells are largely asynchronously proliferating, ecdysone signaling is required to promote proliferation and growth.

By comparison, the response of the imaginal wing disc to ecdysone during the larval-puparium transition and metamorphosis is quite different. In contrast to the asynchronous proliferation of larval wings, during metamorphosis wings undergo a series of precise temporally regulated cell cycle alterations, followed by a permanent cell cycle exit. In the prepupal wing, a temporary G2 arrest occurs at 4-6 h after puparium formation (APF). This G2 arrest is followed by a roughly synchronized final cell cycle between 12-24 h APF. Finally, the cells permanently exit the cell cycle at 24 h APF (Fain and Stevens, 1982; Milan et al., 1996; O'Keefe et al., 2012; Schubiger and Palka, 1987). A temporary G2 arrest also occurs with similar timing in the leg discs during metamorphosis (Graves and Schubiger, 1982), which subsequently undergo a final cell cycle and ultimately arrest proliferation at the same time as the wings in metamorphosis. These cell cycle alterations coincide with strong systemic pulses of ecdysone, suggesting a role for ecdysone signaling in their regulation. The temporary G2 arrest occurs as ecdysone titers drop following the pulse that triggers the larval-puparium transition, and the final cell cycle arrest occurs during the strong ecdysone pulse that triggers the onset of metamorphosis at 24 h APF (Ashburner, 1989).

A link between ecdysone signaling and the synchronized cell cycle alterations that occur in pupal wings and other appendages is consistent with observations made over 30 years ago that 20-hydroxyecdysone (HE) exposure in *Drosophila* tissue culture cells can induce a cell cycle arrest in G2 phase (reviewed in Echalier, 1997; Stevens et al., 1980). Even more provocatively, removal of 20-HE from cultured cells after a 3 day exposure, which was thought to simulate a long ecdysone pulse, triggered a transient mitotic re-entry, potentially analogous to the final cell cycle observed in imaginal discs after the G2 arrest (Besson et al., 1987). Despite thorough descriptions of these ecdysone-induced cell cycle alterations in cell culture, the mechanisms underlying the response of the cell cycle machinery to ecdysone, and how they might relate to the cell cycle changes observed *in vivo* during wing metamorphosis, have remained largely unknown. Here we reveal a pathway by which ecdysone signaling in the wing can modulate the cell cycle to coordinate cell cycle arrest with the events of cellular differentiation during metamorphosis.

## RESULTS

### 20-HE induces cell cycle arrest in G2 phase

The levels of ecdysone signaling in specific tissues are difficult to manipulate *in vivo* without disrupting other aspects of metamorphosis. We therefore wondered whether *Drosophila* cell culture could be used as a model to examine the effects of ecdysone signaling on the cell cycle during wing metamorphosis. First, we examined the cell cycle arrest induced by 20-HE in a wing disc-derived cell line, Clone 8 (cl-8) (Peel and Milner, 1990). Cl-8 cells arrest proliferation with a G2 DNA content in response to 0.1-1 μg ml^−1^ HE treatment for 24 h (Fig. S1) (Cottam and Milner, 1997b). Unfortunately this cell line had a propensity to clump due to the secretion of cuticle proteins in response to 20-HE (Cottam and Milner, 1997a,b), which inhibited acquisition of clean, quantitative cell cycle profiles for cl-8 cells by flow cytometry. We therefore examined the cell cycle response to 20-HE in other cell lines. Treating the *Drosophila* embryonic plasmatocyte-derived cell lines Kc167 (Kc) and S2R+ with 20-HE also induced a G2 cell cycle arrest, similar to what we observe with cl-8 cells (Besson et al., 1987; Cherbas et al., 2011; Stevens et al., 1980). Kc cells undergo an easily visible cell shape change from a spherical shape to a spindle morphology in response to 20-HE within 18 h (Courgeon, 1972; Echalier, 1997), providing a convenient readout to confirm ecdysone responsiveness (Fig. 1A,B, Fig. S1). Therefore, subsequent experiments examining cell cycle responses to 20-HE in culture were performed on Kc cells. At concentrations ranging from 0.01-1 μg ml^−1^ (0.02-2.1 μM) 20-HE, a cell cycle arrest occurs in G2 phase within 18 h of exposure, reproducible in 85-95% of cells (Fig. 1C-F,I, Fig. S1). At time points after 24 h of exposure, the cell cycle arrest is sustained and accompanied by cell death (Fig. 1E, Fig. S1) (Besson et al., 1987). Prolonged exposure to 20-HE beyond 3 days selected for a small population of cells that remain rounded and resistant to the cell cycle arrest and cell death. These results are consistent with previous observations that long-term exposure selects for cells that failed to respond, or become non-responsive, to 20-HE (Besson et al., 1987; Stevens et al., 1980).

**Fig. 1.**
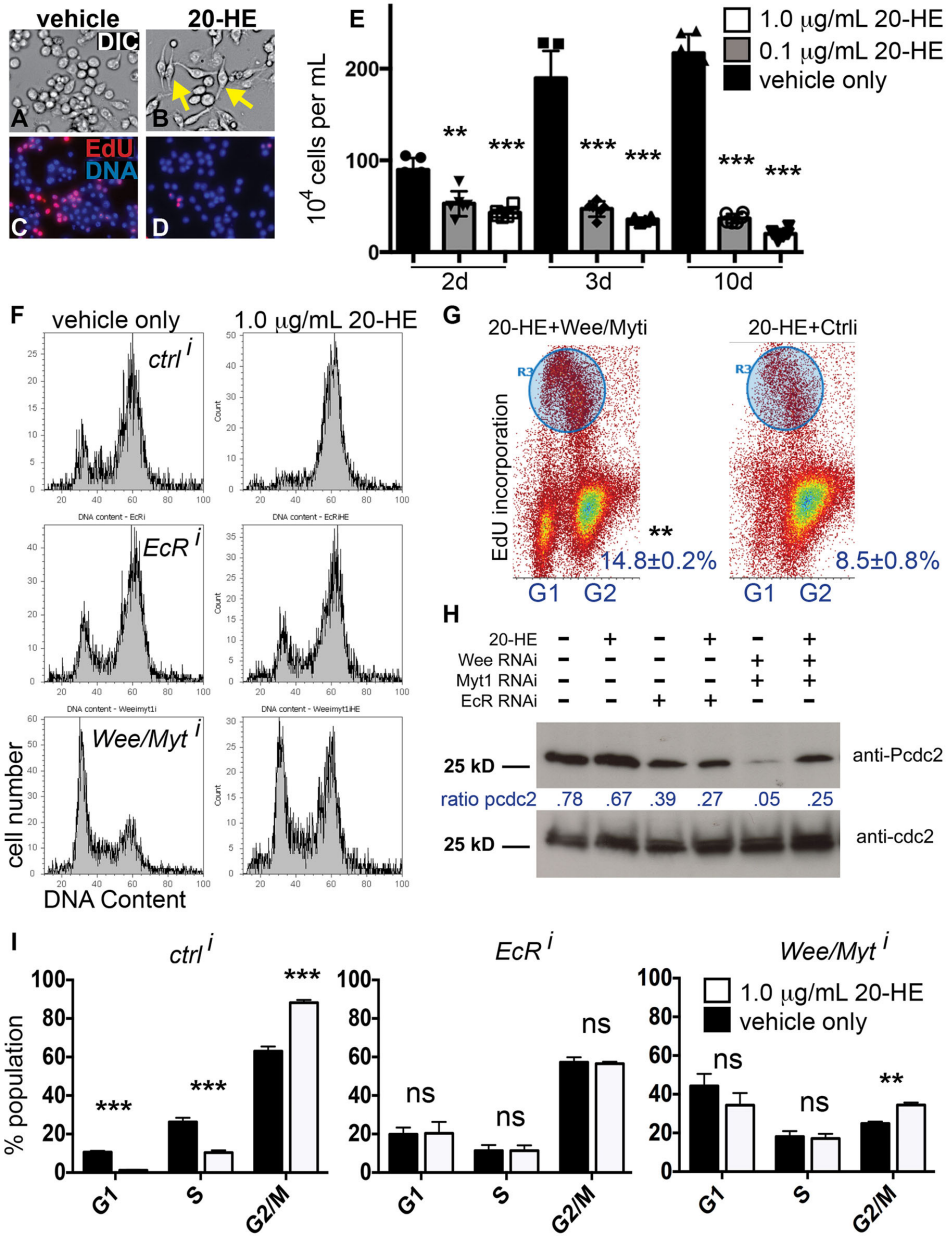
**Kc cell response to 20-HE involves a Wee/Myt-dependent cell cycle arrest in G2.** Cells were treated with vehicle only (DMSO) or 1 μg ml^−1^ 20-Hydroxyecdysone (20-HE) in DMSO for 48 h (A-I) or the indicated number of days (E). (A-D) Cells treated with 20-HE exhibit an altered cell shape and reduce EdU incorporation indicating cell cycle arrest. Yellow arrows indicate examples of the cell shape change in response to 20-HE. (E) Sustained treatment with 20-HE for 2-10 days results in fewer cells from a sustained cell cycle arrest and increased apoptosis (see also Fig. S1). Error bars indicate the s.e.m. of four replicates, *P*-values were determined by paired *t*-tests with vehicle-treated controls and range from **P<0.01 to ***P<0.001. (F) Flow cytometry confirmed that 20-HE-induced cell cycle arrest occurs in G2, which can be blocked by treatment with RNAi to the *Ecdysone Receptor* (*EcRi*) or partially blocked by RNAi to the Cdc2 kinases *wee* and *myt1* (*wee/myti*). Control (ctrl) dsRNA matches a region of Bluescript SK vector (Rogers and Rogers, 2008) and does not alter cell growth or proliferation. (G) Treatment with *wee/myt1* RNAi partially restores proliferation as shown by EdU incorporation increasing from 8% to 15% in the presence of 1 μg ml^−1^ 20-HE. (H) Levels of tyrosine-15-phosphorylated Cdc2 (pCdc2) are reduced by *EcR* RNAi and *wee/myt1* RNAis. (I) The cell cycle distribution as determined by FACS is altered in the presence of 20-HE. This effect is suppressed by knockdown of EcR. Knockdown of Wee/Myt kinases partially suppresses the increase in the G2 population in response to 20-HE. Error bars indicate the s.e.m. of four replicates, *P*-values were determined by paired *t*-tests with vehicle treated controls and range from not significant (ns=*P*>0.05) to **P<0.01 or ***P<0.001.

When we performed RNAi-mediated knockdown to all isoforms of the 20-HE receptor EcR, the cell cycle and cell death responses to 20-HE were completely abrogated (Fig. 1F,I Fig. S1). RNAi to EcR was highly effective (Fig. S2) and increased Kc cell proliferation and survival, even in the absence of exogenously provided 20-HE, suggesting that under normal culture conditions Kc cells respond to low levels of endogenous 20-HE (Fig. S1). This may be responsible for the increased G2 population we and others have observed in Kc versus S2R+ cells (Wu et al., 2007).

### The Wee/Myt1 kinases are partially responsible for 20-HE induced G2 arrest

To determine how 20-HE blocks the cell cycle in G2, we performed RNAi treatments to knock down key cell cycle regulators of G2 phase and exposed cells to 1 μg ml^−1^ 20-HE for 24-48 h. We then examined cell cycle phasing by FACS (Fig. 1F) and quantified cell cycle arrest by EdU incorporation (Fig. 1G). A non-specific dsRNA fragment from the Bluescript SK vector, previously shown not to affect cell viability or cycling, served as our control RNAi (Rogers and Rogers, 2008). Knocking down the Cdc2 inhibitory kinases Wee and Myt1 together effectively bypassed the 20-HE induced G2 arrest in about half of the population (Fig. 1F,G), but did not fully suppress the 20-HE induced increase in G2 cells (Fig. 1I, *P*<0.001). Knockdown of Wee and Myt1 was effective and also affected the cell cycle in cells exposed to vehicle only, leading to a substantially increased proportion of G1 cells compared to control RNAi (Fig. 1F,I, Fig. S2) and increased cell proliferation (data not shown).

We next examined the phosphorylation state of Cdc2 using an antibody recognizing the inhibitory phosphorylation catalyzed by Wee and Myt1 (anti-pCdc2). The knockdown of Wee and Myt1 was effective, as it substantially reduced Cdc2 phosphorylation in unexposed Kc cells, which already exhibit a significant fraction of cells in G2-phase (Fig. 1H, Fig. S2). 20-HE exposure together with Wee/Myt RNAi led to an increase in p-Cdc2 compared to treatment with the RNAi alone, consistent with our FACS showing that the G2 arrest induced by 20-HE partially persists even when Wee/Myt1 are strongly reduced (Fig. 1F,I). These data indicate that the 20-HE induced cell cycle arrest is mediated at least in part by phosphorylation of Cdc2 by Wee and Myt1.

### The 20-HE induced G2 arrest is reversible

Previous work mapping origins of replication in Kc cells used a protocol of 20-HE-induced G2 arrest followed by release into media without 20-HE, containing hydroxyurea to synchronize cells in S-phase (MacAlpine et al., 2004). This suggested the 20-HE-induced G2 arrest was reversible upon 20-HE removal for at least a proportion of cells. To examine how the exposure to a pulse of 20-HE affected subsequent cell cycles following 20-HE removal, we performed a 20-HE G2 arrest and release protocol with EdU labeling, and then we measured the fraction of cells that re-enter the cell cycle following G2 arrest by FACS analysis. We exposed cells to 1 μg ml^−1^ 20-HE for 24 h and removed the 20-HE by performing washes and providing fresh media. After allowing cells to recover for the indicated times, we counted cells to measure their proliferation rate or exposed them to EdU for a duration sufficient to label about 50% of the total population to measure S-phase re-entry (Fig. 2A,B). Since the addition of fresh media alone can alter cell cycle dynamics in culture, we treated mock controls the same way, in parallel using vehicle only.

**Fig. 2.**
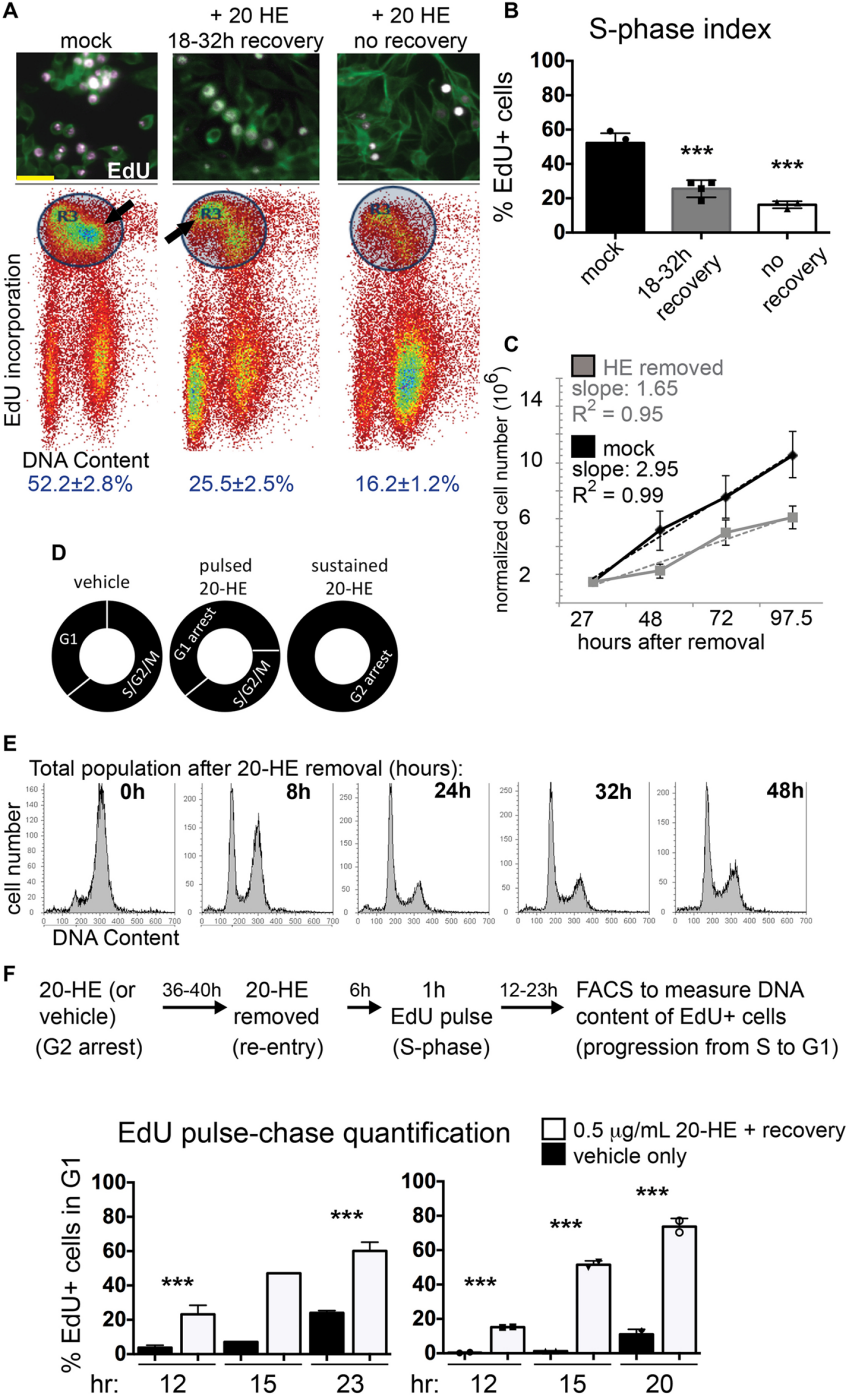
**20-HE**-**induced arrest is reversible and leads to prolonged alterations in cell cycle dynamics.** (A) Cells were treated with vehicle (mock) or 1 μg ml^−1^ 20-HE for 48 h followed by removal and replacement with fresh media for the indicated number of hours; ‘no recovery’ indicates continued incubation with 20-HE. EdU incorporation for 45 min was used to examine cell cycle re-entry after 20-HE removal. Lower panels show flow cytometry density plots of cells labeled for EdU and DNA content with colors indicating the density or relative number of cells in a certain region. Gating (indicated by the blue circle) was used to identify EdU positive early and late S-phase cells (indicated by arrows). (B) Quantification of EdU-positive cells, error bars indicate s.e.m. of four replicates, *P*-values were determined by *t*-test compared to mock treated controls, ***P<0.001. Removal of HE for 18-32 h only partially restores EdU incorporation. (C) Normalized cell counts after mock treatment or removal of 20-HE for the indicated hours. Cells treated with 20-HE fail to recover normal proliferation even several days after hormone removal. Error bars indicate s.e.m. of four replicates. (D) A diagram depicting the relative cell cycle phasing of Kc cells with the indicated treatments. (E) Cells were treated with 0.5 μg ml^−1^ 20-HE for 36 h followed by removal, washing and media replacement for the indicated number of hours. One to two days after 20-HE removal the majority of cells exhibit a G1 DNA content, suggesting a rapid cell cycle re-entry followed by a G1 arrest. For quantification see Fig. S2A. (F) An EdU pulse-chase experiment was performed to track the cell cycle progression of cells after 20-HE removal. Cells that re-enter the cell cycle 6 h after 20-HE removal were pulsed with EdU and followed for the indicated number of hours. The percentage of EdU-positive cells that progress from S-phase through the cell cycle to G1 after 20-HE removal is shown. S to G1 progression proceeds more rapidly after 20-HE exposure. Two independent pulse-chase experiments with two replicates are shown. Paired *t*-tests indicate significant differences (***P<0.001) between mock treated controls and 20-HE removal.

We found that 18-32 h after recovery from 20-HE-induced cell cycle arrest, about 26% of the cells have completed mitosis and re-entered the cell cycle progressing into a subsequent S-phase (Fig. 2A,B). This is in comparison to over 50% of the mock control, which suggests that roughly one half of cells can re-enter a subsequent cell cycle following a 20-HE-induced G2 arrest and 20-HE removal. Cells exposed to 20-HE continually for 46 h also exhibit a low level of EdU incorporation (about 16%), which may be due to a combination of prolonged cell death and arrest over 2 days, selecting for a population of cells that failed to arrest initially or cells that lose responsiveness to 20-HE (Fig. 2A,B). Thus, a transient pulse of 20-HE initiates a temporary G2 arrest, followed by re-entry into the cell cycle after 20-HE removal.

### 20-HE removal leads to prolonged alterations in cell cycle dynamics

The proliferation rate of cells after a 20-HE-induced arrest also remains slower than that of mock treated controls, even up to 97 h after 20-HE removal (Fig. 2C). This could be due to persistent cell death that continues in response to the 20-HE even after removal (Besson et al., 1987), or an alteration of the subsequent cell cycle, such as a prolonged G1 or G1 arrest (Fig. 2D). To distinguish between these two possibilities, we performed a time course analysis of the cell cycle phase after 20-HE removal. We performed this time course under conditions that reduce the amount of apoptosis in response to 20-HE, by reducing the concentration of 20-HE to 0.5 μg ml^−1^. Under these conditions, as quickly as 8 h after 20-HE removal, a substantial fraction of cells have re-entered the cell cycle and proceed through mitosis and into the subsequent G1 phase (Fig. 2E). By 24 h after 20-HE removal many cells are in G1 phase (42%). By 32-48 h after 20-HE removal we begin to see an increase in cycling cells in S and G2 phases, but the majority of the population remains in G1 (55%), suggesting a substantially prolonged G1 or a subsequent G1 arrest in a significant portion of the population occurs following 20-HE removal (Fig. 2E, quantification in Fig. S2A).

We were surprised to find that few cells were in S or G2 phase 24 h after 20-HE removal, considering that our EdU labeling experiment indicated that about half of cells can re-enter the cell cycle and proceed through an S-phase after 20-HE removal (Fig. 2A,B). This suggests that a prolonged G1 or G1 arrest may follow cell cycle re-entry after 20-HE removal. To test this hypothesis we performed an EdU pulse chase experiment to follow the cell cycle timing of cells that re-enter S-phase after a pulse of 20-HE. We exposed cells to 20-HE to 0.5 μg ml^−1^ for 36-40 h followed by removal. Cells were allowed to recover for 6 h, then pulsed with EdU for an hour followed by a chase without EdU or 20-HE for the indicated times. We then assayed the EdU-labeled cells by FACS, starting 4 h after the EdU pulse, which is equivalent to 12 h after 20-HE removal. At this time, 15.2-23.2% of EdU-labeled cells have progressed from S-phase through mitosis to the subsequent G1 phase. This is in contrast to 3.8% of the mock-treated control, indicating that after 20-HE release the subsequent progression from S-phase to the next G1 proceeds much more rapidly than in mock-treated controls. By 20-23 h after 20-HE removal (13-16 h post EdU labeling) 60.1-74.0% of 20-HE-pulsed cells have completed mitosis and now exhibit a G1 DNA content, while only 24% have done so in the mock-treated control. Altogether this suggests that after the release from a 20-HE-induced G2 arrest, cells that re-enter the cell cycle exhibit a rapid S/G2/M progression, followed by a subsequent prolonged G1 phase (Fig. 2D). This is consistent with the large G1 population we observe 24 and 32 h after 20-HE removal in Fig. 2E.

### Cell cycle changes during wing metamorphosis are similar to those induced by pulsed 20-HE in cell culture

The pattern of cell cycle changes we observed in cell culture in response to a pulse of 20-HE is highly reminiscent of the cell cycle dynamics in the *Drosophila* wing blade during early pupal stages (Fig. 3A, O'Keefe et al., 2012). The wing blade transitions from a largely asynchronously proliferating tissue in the late third instar larval stage (L3), to a mostly G2-arrested tissue at 6 h after the larval-puparium transition (hours after puparium formation or h APF). After the G2 arrest in the wing, a fraction of cells re-enter the cell cycle at 12-18 h APF and progress through an additional cell cycle followed by a sustained G1 arrest as the wing becomes quiescent and begins terminal differentiation (Milan et al., 1996; O'Keefe et al., 2012; Schubiger and Palka, 1987). Since the larval-puparium transition is triggered by a pulse of ecdysone (Ashburner, 1989), we wondered whether the temporary G2 arrest at 6 h in the wing may be caused by ecdysone signaling at 0 h APF, similar to what we observed in cell culture. The EcR-A/USP complex, the predominant ecdysone receptor complex in the wing, has been shown to repress target genes in the absence of ecdysone, and binding of ecdysone to EcR-A is thought to relieve this repression. Therefore, we reasoned that knockdown of all EcR isoforms early in wing development could be used to mimic a precocious ecdysone exposure at 0 h APF, similar to previous findings (Ghbeish et al., 2001; Schubiger and Truman, 2000). To determine whether the G2 arrest in the early pupal wing is due to ecdysone signaling, we knocked down all EcR isoforms by expressing an EcR RNAi in the dorsal wing using *apterous-Gal4*, *UAS*-*GFP*, *Gal80^TS^* (*ap-Gal4*) for 24-96 h and collected wings at 0 h APF. We examined the cell cycle distribution in wings by FACS to determine the relative percentages of cells in G1 and G2 compared to controls without the EcR RNAi. Consistent with the G2 arrest we observe in cell culture, we find that knockdown of EcR in the wing resulted in a significant fraction of cells at 0 h APF exhibiting a precocious G2 arrest (Fig. 3B). This suggests that ecdysone signaling is sufficient to induce a G2 arrest in the larval *Drosophila* wing.

**Fig. 3.**
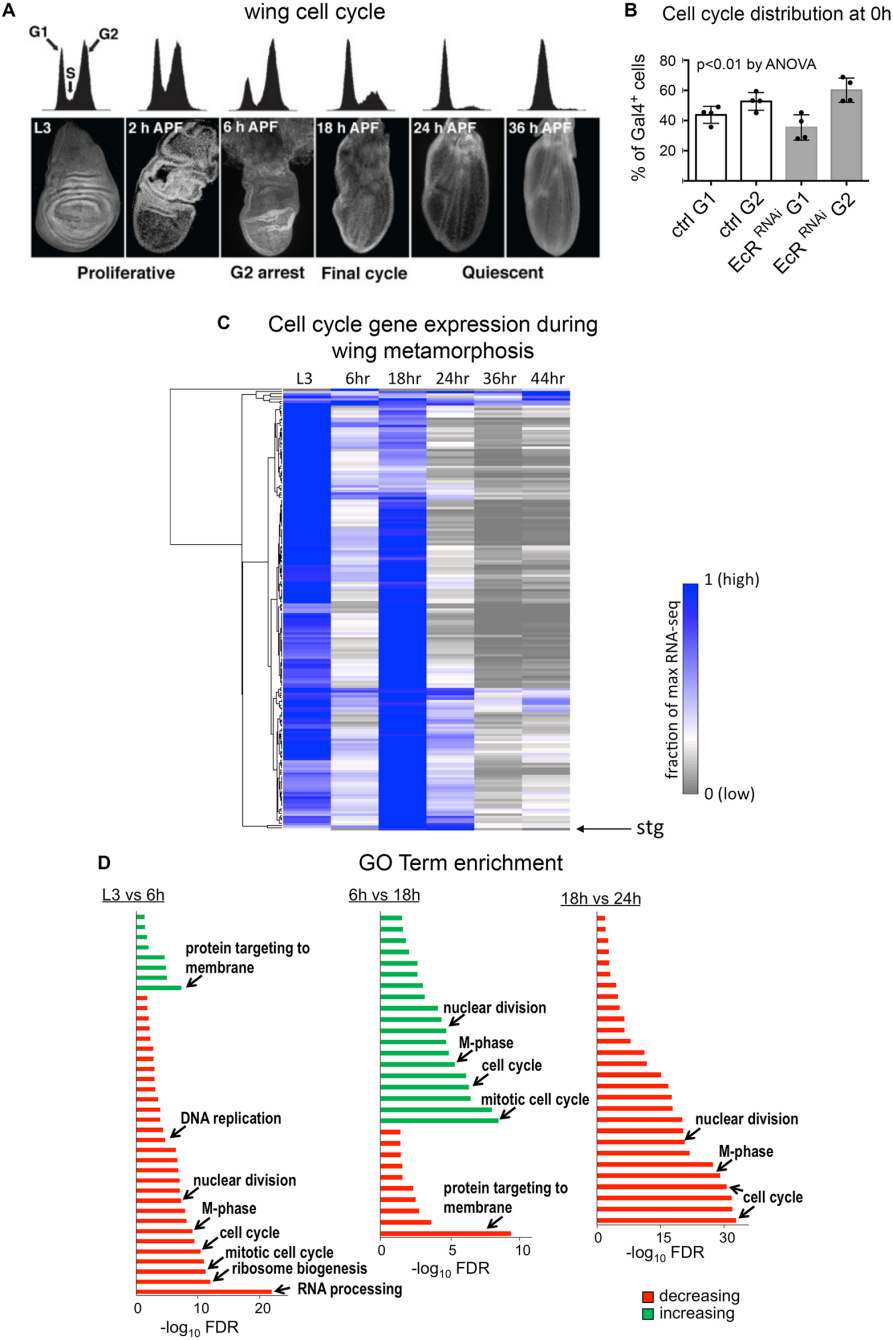
**Cell cycle changes during wing metamorphosis.** (A) *Drosophila* wings undergo a temporary G2 arrest at 6 h after puparium formation (APF) followed by one additional cell cycle and a subsequent G1 arrest as indicated by flow cytometry on staged, dissected wing tissues. This figure is reproduced from (O'Keefe et al., 2012) and is also shown in Fig. 7. (B) RNAi to all isoforms of EcR was expressed in the dorsal compartment of larval wings using *apterous-Gal4*, *UAS*-*GFP*, *Gal80^TS^* (*Gal4+*). EcR RNAi+GFP or GFP alone (ctrl) was expressed for 24-96 h prior to dissection, dissociation and analysis by FACS at 0 h APF for cell cycle distribution in G1 and G2. Inhibition of EcR resulted in a significant fraction of cells at 0 h APF exhibiting a G2 arrest. Error bars indicate the standard deviation of four replicates. (C) RNAseq was performed on dissected wings at the indicated timepoints to monitor changes in gene expression. A core cluster of 183 cell cycle genes exhibit dynamic regulation during wing metamorphosis, with high expression during the proliferative L3 stage and the final cell cycle, followed by very low expression after cell cycle exit at 24 h. Most cell cycle genes also decrease expression during the G2 arrest at 6 h, although *string* (*stg*) behaves as an outlier in this cluster, showing the most dramatic decrease at 6 h. (D) Analysis of GO term enrichment revealed that genes involved in cell cycle and cell growth (ribosome biogenesis) decrease during the G2 arrest at 6 h. During cell cycle re-entry (18 h) cell cycle genes are upregulated to promote progression through a rapid final cell cycle. Cell cycle genes are again strongly downregulated at 24 h to promote cell cycle exit.

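RNAseq libraries were made from dissected wings at 6 timepoints, the larval L3 stage and 6, 18, 24, 36 and 44 h after puparium formation (APF). The paper states 40 wings for each stage and 2 independent replicates, which gives 12 libraries. The paper places L3 at −10 h APF, whereas the deposited sample titles name the same libraries 0 h APF and their stage as wandering larvae, and they are called L3 here. The authors aligned the stranded mRNA libraries to the dm3 genome with Tophat2 and counted reads on each gene with Htseq-count. The paper's text does not name the strand setting of this counting, so overlaps with another gene on the opposite strand are named with the values of single genes. Overlaps with transposable elements are left out, and those of *mei-41* and of marker genes and cuticle protein genes were not looked up. The authors deposited the counts without normalization, and a table of RPKM values, which are scaled by gene length and library size. The 2 replicates held 6783321 and 2320457 reads on genes at L3, and 5139047 and 3352491 at 6 h APF. They held 6142110 and 3013205 reads at 18 h, 6719725 and 1659208 at 24 h, 3807939 and 4036142 at 36 h, and 6025128 and 6900002 at 44 h APF. A further 38 to 69.5% of the records in each library were reads aligned to several places, which were left out of the library sizes. Counts were scaled by edgeR's TMM method and are given as CPM, the unit of the paper's methods. A floor of 3 counts lay between 0.363 and 1.53 CPM, depending on the library, and it covers counting error alone. An "at least" fold is the mean of the 2 replicates at one timepoint over the larger floor at the other. A single replicate can give less, and where counts were seen at or under the floor the true level may lie above it. Of 15240 genes in the files, 12660 had a count and 8469 had a log2 CPM above 2 in at least 1 library. These 8469 genes were tested between consecutive timepoints with edgeR's quasi-likelihood test over all 12 libraries and Benjamini-Hochberg adjustment. A gene was past the test with an adjusted p-value under 0.05 and a change of at least 2-fold. For gene ontology analysis the paper asks for a log2 CPM above 2 in at least 1 sample and a change of at least 2-fold. This rule was also applied to the group means, and it uses no replicate error. Replicates differed by more than counting noise at every timepoint, with a chi-square per degree of freedom from 7.44 at L3 to 108.8 at 6 h APF. The biological coefficient of variation was 35.7% at 6 h APF and between 11.4 and 21.2% at the other timepoints. Between the 6 h replicates, 1257 genes (14.8% of those tested) differed at least 2-fold, against 254 to 674 genes between the replicates of the other timepoints.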

We next performed an RNAseq time course on wings from L3 to 44 h APF to examine the global changes in gene expression during metamorphosis. These timepoints include the L3 larval stage (−10 h APF), the temporary G2 arrest (6 h APF), the final cell cycle (18 h APF), the permanent cell cycle arrest (24 h APF), and stages of terminal differentiation including vein differentiation, wing hair formation and cuticle protein production (36 and 44 h APF). We observed a striking number of gene expression changes during this time course, with over 2000 genes (∼12% of the genome) significantly changing expression in the wing within the first 6 h of metamorphosis (Fig. S3). 

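By the 2-fold rule, 2979 genes changed between L3 and 6 h APF, with 1650 higher and 1329 lower at 6 h. This was 19.5% of the 15240 genes in the files. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2779 genes were past the test, with 1532 higher and 1247 lower, and 2725 genes met both criteria. Of the genes changed by the rule, 230 had an adjusted p-value of at least 0.05. Among all 8469 tested genes, both replicates of one timepoint lay above both replicates of the other for 6082 (71.8%), a separation that chance gives for 33.3% of genes. The alternative that moved the count of the rule most was the deposited RPKM values, with 3959 genes. The alternative that moved the count of the test most was edgeR's test against a 2-fold change (glmTreat), with 1558 genes. The largest rise in edgeR's fit was that of *Osi6* (FBgn0027527, arm 3R), from 0.921 ± 0.411 CPM (SD, n = 2) at L3 to 15930 ± 9423 CPM at 6 h APF, a log2 fold change of 13.89 (standard error 0.72, adjusted p = 7.69e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *CG34115* had no count at L3 and was at least 374-fold higher at 6 h APF, with 353.5 ± 12.5 CPM (SD, n = 2). *CG15353*, which overlaps an antisense RNA gene on the opposite strand, had 131.1 ± 29.5 CPM (SD, n = 2) at L3 and no count at 6 h APF, where it was at least 129-fold lower. *proPO45* had 18.4 ± 2.89 CPM (SD, n = 2) at L3 and was at least 18.1-fold lower at 6 h APF, where it had no count.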

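Between 6 and 18 h APF, 2941 genes changed by the 2-fold rule, 1344 of them higher and 1597 lower at 18 h, and 2713 genes were past edgeR's quasi-likelihood test. Both replicates of one timepoint lay above both of the other for 5834 (68.9%) of the tested genes, against 33.3% by chance. *CG7330* had 233.8 ± 53.4 CPM (SD, n = 2) at 6 h APF and no count at 18 h, a level at least 278.5-fold lower. *CG34115* had no count at 18 h APF either, and was at least 421-fold lower there than at 6 h. *CG4576*, which overlaps *rec* on the opposite strand, had no count at 6 h APF and was at least 45.0-fold higher at 18 h, with 45.9 ± 6.36 CPM (SD, n = 2). *Act88F* also had no count at 6 h APF and was at least 26.3-fold higher at 18 h. Between 18 and 24 h APF, 1148 genes changed by the rule, with 533 higher and 615 lower at 24 h, and 746 were past the test, with 309 higher and 437 lower. Of the 1148 genes, 416 had an adjusted p-value of at least 0.05. Over all tested genes, the replicates separated for 4734 (55.9%), against 33.3% by chance. Replicate 2 at 24 h APF is the smallest of the 12 libraries. The 2 rises and 2 falls that ranked first in this interval did so by fitted fold changes, which are extrapolated where a timepoint has no or few counts. The counts give only bounds, so these genes are not shown to have changed most, and *aur* fell 12.27-fold at levels above the floor. *mtsh*, which overlaps *CG7806* on the opposite strand, was at least 9.46-fold higher at 24 h APF with 7.95 ± 0.421 CPM (SD, n = 2), and *lambdaTry*, with 7 and 3 counts in the 24 h replicates, at least 1.45-fold higher. *CG9521*, which overlaps *Flo2* on the opposite strand, was at least 1.83-fold lower and *CG15279* at least 1.30-fold lower at 24 h APF. The bound of *CG15279* rests on 18 h replicate 2, with 2.80 CPM. Replicate 1 had 1.18 CPM, under the larger 24 h floor of 1.53 CPM.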

Subsequent timepoints also showed dramatic changes in gene expression ranging from over 1900 genes changing between 6 h and 18 h APF during cell cycle re-entry from the G2 arrest, to nearly 650 changing between 18 and 24 h APF when cells complete the final cell cycle and enter quiescence (Fig. S3).

We examined a set of 183 core cell cycle genes that include the cell cycle Cyclins/Cdks and their key targets and regulators (Fig. 3C, Table S1). 

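The gene set of Table S1 was not used here, and a list of 177 genes stood in its place, of which 176 were in the files and 174 had a log2 CPM above 2 in at least 1 library. Each gene's level was expressed as a percentage of its own maximum over the 6 timepoints, from the means of TMM normalized counts. The median over the 174 genes was 97.6% at L3, 47.8% at 6 h, 90.3% at 18 h, 31.4% at 24 h, 12.3% at 36 h and 11.8% at 44 h APF. The median in each replicate alone was 55.2 and 39.0% at 6 h APF and 83.7 and 91.1% at 18 h APF, so the fall at 6 h was larger than the spread between replicates. The maximum lay at L3 for 82 genes, at 18 h APF for 68 and at another timepoint for the rest, while the minimum lay at 36 h APF for 103 genes and at 44 h for 50. The median log2 fold change of the list was −0.86 between L3 and 6 h APF, with 152 of 174 genes lower, and 0.74 between 6 and 18 h, with 139 of 174 higher. It was −1.36 between 18 and 24 h APF, with 162 of 174 genes lower. Between replicates, the standard deviation of the list median was 0.34 in the first of these intervals and 0.09 in the last. Among the alternatives, scaling by library size without a composition factor moved the list most, but it moved all tested genes as well, with a median shift of −0.54 between L3 and 6 h APF and of 0.51 between 6 and 18 h. Relative to that shift, the list medians were −0.90 and 0.73.

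**Figure D1:**
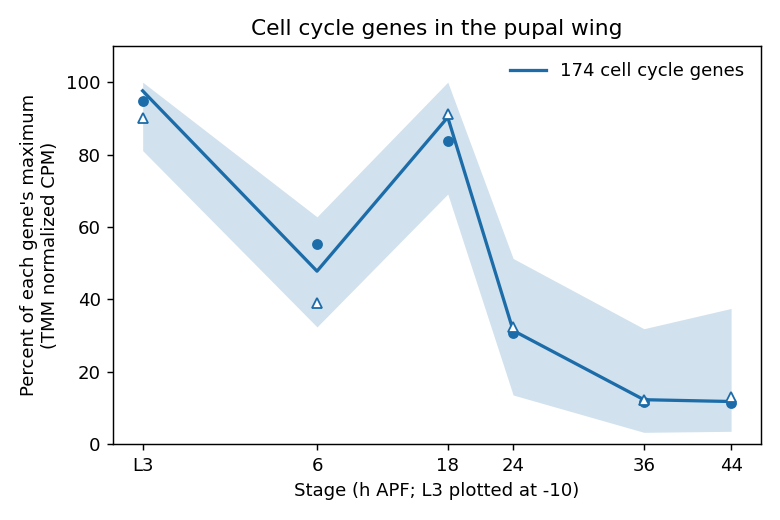
Percent of maximum TMM normalized counts (y axis) over time in h APF (x axis, with L3 placed at −10) for the 174 genes of the cell cycle list. The line gives the median and the band the quartiles, and circles mark the median in replicate 1 and open triangles in replicate 2; the median falls from 97.6% at L3 to 47.8% at 6 h, returns to 90.3% at 18 h and is 12.3% at 36 h APF.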

Cell cycle genes showed generally similar behavior during wing metamorphosis with high expression in the proliferating L3 wing and during the final cell cycle at 18 h APF, but lower expression during the 6 h G2 arrest and very low expression after completion of the final cell cycle at 24 and 36 h APF. We observed reduced mRNA expression for many G2/M cell cycle regulators during the G2 arrest at 6 h APF including the mitotic *aurora-A* and *polo* kinases, the G2/M cyclin *cyclinB* and the mitotic checkpoint regulators *mad2*, *bub3* and *fizzy*, the *Drosophila* homolog of cdc20 (Table S1). However, we noted that the gene showing the most dramatic reduction specifically at 6 h APF was the rate-limiting G2/M phosphatase *string* (*stg*), which removes the phosphorylation on cdc2 catalyzed by the Wee/Myt kinases (Fig. 3C).

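Locations are arms and strands of the BDGP6 annotation, whose coordinates do not apply to dm3 and are left out. *polo* (FBgn0003124, arm 3L, plus strand) fell from 231 ± 9.56 CPM (SD, n = 2) at L3 to 75.5 ± 5.36 CPM at 6 h APF. Its log2 fold change was −1.61 (standard error 0.19, adjusted p = 4.97e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, as for the genes after it). *aurora-A* (*aur*, FBgn0000147, arm 3R, overlapping *CG12213* on the opposite strand) fell from 26.6 ± 1.49 to 5.13 ± 1.49 CPM (SD, n = 2), a log2 fold change of −2.34 (standard error 0.39, adjusted p = 0.000465). *CycB* (FBgn0000405, arm 2R, minus strand, no overlapping gene) had 191 ± 1.42 CPM (SD, n = 2) at L3 and a log2 fold change of −1.60 at 6 h APF (standard error 0.31, adjusted p = 0.0013). *mad2* (FBgn0035640, arm 3L), which overlaps *kri* on the opposite strand, fell from 50.4 ± 6.20 to 18.2 ± 2.67 CPM (SD, n = 2), a log2 fold change of −1.49 (standard error 0.27, adjusted p = 0.0008). *Bub3* (FBgn0025457, arm 3R), which overlaps *ppk19* on the opposite strand, fell from 130.1 ± 4.94 to 44.3 ± 1.34 CPM (SD, n = 2), a log2 fold change of −1.56 (standard error 0.25, adjusted p = 0.000359). *fizzy* (*fzy*, FBgn0001086, arm 2L, overlapping *cact* on the opposite strand) fell from 84.5 ± 1.45 to 29.0 ± 12.7 CPM (SD, n = 2), a log2 fold change of −1.52 (standard error 0.27, adjusted p = 0.000764). Its 6 h replicates had 38 and 20.1 CPM. Each of the 6 genes was lower in both 6 h replicates than in both L3 replicates, a separation that chance gives in either direction for 33.3% of genes, but the paper picked these genes from the same libraries.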

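*stg* (FBgn0003525) lies on the minus strand of arm 3R in the BDGP6 annotation and overlaps no other gene. It had 249 ± 91.4 CPM (SD, n = 2) at L3, with 313 and 184 CPM in the 2 replicates, and 70.8 ± 8.79 CPM at 6 h APF. The log2 fold change was −1.81 (standard error 0.35, adjusted p = 0.00123 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed between −2.14 and −1.38 with each of the 4 libraries left out in turn. Over the alternatives to this fit the adjusted p-value ranged from 2.58e-09 to 0.012. Ranked by the fall from L3 to 6 h APF, *stg* was number 22 of the 174 expressed genes of the cell cycle list. In the 4 pairings of a single L3 library with a single 6 h library the rank lay between 8 and 58. Without replicate 1 of L3 it was 45, without replicate 2 of L3 it was 12, and without replicate 1 or 2 of 6 h it was 37 or 17. The largest fall was that of *mei-41*, picked out after its values were seen, with a log2 fold change of −2.90. When 6 h APF was compared with the mean of L3 and 18 h APF, *stg* ranked 3 with a log2 fold change of −2.47. As a percentage of each gene's own maximum, *stg* was at 7.58% at 6 h APF, the lowest value of the 174 genes. The maximum of *stg* lies at 24 h APF, so this percentage is not a measure of the fall from L3 alone. *wee* (*Wee1*, FBgn0011737, arm 2L), which overlaps *Rat1* on the opposite strand, had 26.9 ± 0.649 CPM (SD, n = 2) at L3 and 22.4 ± 2.36 CPM at 6 h APF, a log2 fold change of −0.26 (standard error 0.22, adjusted p = 0.361 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Myt1* (FBgn0040298, arm 3L, no overlapping gene) had 16.0 ± 0.138 CPM (SD, n = 2) at L3 and 10.2 ± 2.42 CPM at 6 h APF, with a log2 fold change of −0.62 (standard error 0.26, adjusted p = 0.0688). Neither change was past the test.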

We next examined the global gene expression changes during wing metamorphosis for enrichment of specific gene ontology (GO) terms. 

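The terms returned by DAVID were not used here, and enrichment was computed for 4 fixed gene lists, against the 8469 genes that could pass the 2-fold rule. Of the 174 cell cycle genes, 79 (45.4%) fell at least 2-fold between L3 and 6 h APF, against 15.7% of the 8469 genes, an odds ratio of 4.69 (one-sided Fisher's exact test, p = 6.89e-21, and 7.9e-20 after Benjamini-Hochberg adjustment over 40 tests). None of the 174 genes rose at least 2-fold. The alternative that moved the odds ratio most was a background of all genes with at least 1 count, with 6.75. Genes of 1 list are not independent of each other. In limma's camera test with a preset correlation of 0.01 between genes, the list had p = 2.72e-12 (1.36e-11 after adjustment over 20 tests). Among the 4 lists and the first 3 intervals, the fall of this list between 18 and 24 h APF was the camera call that held with the correlation estimated from the data. The cell cycle and protein targeting calls at 6 and 18 h had p-values under 0.05 in the fry test. So did the falls of ribosome biogenesis at 6 h, of ribosomal proteins at 18 h and of the cell cycle list at 24 h. Fry asks whether the genes of a list change at all, while camera asks whether they change more than other genes. With 3848 of the 8469 genes under an adjusted p-value of 0.05 between L3 and 6 h APF, a small fry p-value is no check of a camera call. The 4 other calls of camera had p-values above 0.05 in fry and with the estimated correlation. For the fall of the cell cycle list at 6 h APF, the p-value was 0.0706 with the estimated correlation and 0.00045 in the fry test. An adjusted p-value under 0.05 in edgeR's test was reached by 107 of the 174 genes, and by 109 when adjusted over the list alone.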

Consistent with the changes in cell cycle genes we observed, we found that cell cycle-associated terms such as ‘M-phase’, ‘nuclear division’ and ‘mitotic cell cycle’ were greatly enriched in the genes that decrease expression at 6 h APF (Fig. 3D, Fig. S4). Conversely, the genes that increase expression between 6 and 18 h APF during the final cell cycle are strongly enriched for this same set of cell cycle terms, which decrease expression again during cell cycle exit at 24 h APF.

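Between 6 and 18 h APF, 75 of the 174 cell cycle genes (43.1%) rose at least 2-fold, against 15.9% of the 8469 tested genes, an odds ratio of 4.19 (one-sided Fisher's exact test, p = 5.47e-18, adjusted 4.38e-17). Past edgeR's quasi-likelihood test, 70 genes rose and 2 fell, and 98 genes had an adjusted p-value under 0.05, or 99 when adjusted over the list alone. Between 18 and 24 h APF, 106 of the 174 genes (60.9%) fell at least 2-fold, against 7.26% of the tested genes, an odds ratio of 23.8 (one-sided Fisher's exact test, p = 7.79e-78, adjusted 3.12e-76). In edgeR's quasi-likelihood test, 117 genes of the list had an adjusted p-value under 0.05, or 133 when adjusted over the list alone. The largest alternative odds ratio of this interval was 36.4, for genes past the edgeR test. Camera with the preset correlation gave p = 4.14e-09 for the rise and p = 2.84e-41 for the fall, and with the estimated correlation 0.115 and 0.00544.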

There is also a strong enrichment for genes involved in ‘RNA processing’ (including rRNA) and ‘ribosome biogenesis’ in the genes that decrease expression at 6 h APF (Fig. 3D). This is consistent with the observation that the final two cell cycles in the *Drosophila* wing are reductive divisions that occur in the absence of significant cellular growth, resulting in smaller cells which ultimately become stretched and flattened to increase apical area later during wing elongation (our unpublished observations; Aigouy et al., 2010, O'Keefe et al., 2012). 

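A list of 58 ribosome biogenesis genes was used, all of them in the files and expressed. All 58 were lower at 6 h APF than at L3, with a median log2 fold change of −1.18 and a standard deviation of 0.47 between replicates. At least 2-fold falls were found for 41 genes (70.7%), against 15.7% of the 8469 tested genes, an odds ratio of 13.3 (one-sided Fisher's exact test, p = 7.9e-21). An adjusted p-value under 0.05 in edgeR's test was reached by 55 genes, and by 55 when adjusted over the list alone. Camera with the preset correlation gave p = 2.83e-14, fry 0.000701 and camera with the estimated correlation 0.115. With each library left out in turn, the median stayed between −1.56 and −0.94. Between 6 and 18 h APF the median log2 fold change was −0.11, and 1 gene rose and 1 fell at least 2-fold. Its direction rests on the 6 h replicates, since the median was 0.33 without 6 h replicate 1 and −0.39 without replicate 2. It also turned with the scaling, to 0.39 with library size alone, or −0.12 relative to all tested genes.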

Altogether our GO term analysis suggests that a significant fraction of the dramatic gene expression changes we observe in the wing during metamorphosis are driven by changes in the cell cycle dynamics of the pupal wing.

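The 79 falling cell cycle genes were 5.94% of the 1329 genes that fell between L3 and 6 h APF. The rising genes of the list were 5.58% of those that rose between 6 and 18 h APF, and its falling genes 17.2% of those that fell between 18 and 24 h. These shares are capped by the 174 genes of the list, which need not hold every gene that follows the cell cycle. They do not measure how much of the change follows it. By the 2-fold rule, 728 genes fell between L3 and 6 h APF and rose between 6 and 18 h, and 60 of them were in the cell cycle list. Both intervals use the same 6 h libraries, so an error there would by itself give opposite changes. In 20 simulated data sets without any change, sharing the 6 h libraries in the same way, the median was 29 such genes and the maximum 37. Genes were drawn independently, each with the same spread at every timepoint, although the 6 h replicates had a biological coefficient of variation of 35.7%. Unchanged data with that spread could therefore give more such genes. Past edgeR's test in both intervals there were 687 such genes, 58 of them in the list, and 0 in the median simulated data set. Changes of opposite sign were found for 85.1% of the cell cycle genes, against a simulated median of 67% and a maximum of 72.4%. Genes of the list had an estimated correlation of 0.156, which the simulations leave out, so the simulated range is too narrow for the list. Over all tested genes, changes of opposite sign were found for 74.3%, against a simulated median of 67.5% and a maximum of 68.3%. An excess over the simulations is thus not special to the list. A fall, a rise and a second fall, each at least 2-fold, were found for 171 genes, of which 48 were in the cell cycle list. From the terms enriched among the changing genes, the paper proposes that a considerable part of the expression changes of the wing in metamorphosis follows from its cell cycle dynamics.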

### A peak of Broad-Z1 expression is correlated with the G2 arrest in the wing

From our RNAseq data we next extracted a set of known ecdysone signaling targets (Beckstead et al., 2005; Gauhar et al., 2009; Shlyueva et al., 2014) and plotted their expression levels over time in a clustered heat map, superimposed with the ecdysone titer and key events during these pupal timepoints (Fig. 4A, 20-HE titer graph reproduced from Ashburner, 1989). This revealed multiple waves of ecdysone responses in the pupal wing, including early and late responses induced by the larval-prepupal pulse, as well as distinct early and late responses to the larger pulse at 24 h APF. 

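The 50 genes shown in Fig. 4A were all in the files and expressed. From the means of TMM normalized counts, the maximum lay at L3 for 9 of them, at 6 h APF for 11, at 18 h for 6, at 24 h for 4, at 36 h for 9 and at 44 h for 11. With the deposited RPKM values the numbers were 8, 12, 11, 3, 6 and 10, and 8 genes had their maximum at a different timepoint than with TMM. A maximum at L3 or 6 h APF was found for 20 genes under both scalings. It was found for 22 genes in replicate 1 alone and for 15 in replicate 2 alone.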

We noted a cluster of direct targets of ecdysone that are expressed prior to or during the G2 arrest at 6 h APF but are not induced by the second ecdysone pulse at 24 h (Fig. 4A, cluster indicated by red line). This cluster included 5 transcription factors, *Kr*-*h1*, *broad*, *ftz-f1*, *hairy (h)* and *CG9932*. 

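The cluster marked in Fig. 4A holds 10 genes, *Kr-h1*, *br*, *Edg78E*, *Edg84A*, *ftz-f1*, *Edg91*, *CG9932*, *h*, *E23* and *CG15279*. The paper formed this cluster from the expression of the targets in these same libraries. Early maxima, low levels at 24 h APF and no rise to 24 h are therefore no independent test of it. All 10 had their maximum at L3 or 6 h APF in the mean of both replicates, as did 10 of the other 40 targets. In replicate 2 alone, *Edg91*, *E23* and *CG15279* had their maximum later, and the 3 *Edg* genes differed strongly between the 6 h replicates. *Edg78E* had 4980 CPM in replicate 1 and 151 CPM in replicate 2 at 6 h APF, *Edg84A* 2203 and 60.2 CPM, and *Edg91* 236 and 4.08 CPM. At 24 h APF the median level of the 10 genes was 0.475% of their maximum and the highest 11.1%. From 18 to 24 h APF, 0 of the 10 genes rose past edgeR's quasi-likelihood test and 0 rose at an unadjusted p-value under 0.05. *ftz-f1* and *CG15279* fell past the test, and 4 genes fell at an unadjusted p-value under 0.05. From 24 to 36 h APF, however, *E23* rose past the same edgeR test to 67% of its maximum (log2 fold change 3.47, adjusted p = 5.72e-05). *CG15279* also rose past it, but with only 10 and 3 counts in the 36 h replicates. The other genes of the cluster did not change past it in that interval.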

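*Kr-h1* (FBgn0266450, arm 2L, overlapping *CG45075* on the same strand) had 95.1 ± 1.72 CPM (SD, n = 2) at L3 and 2.50 ± 2.24 CPM at 6 h APF, a log2 fold change of −5.38 (adjusted p = 4.93e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, as for the genes after it). With 4 and 12 counts in the 6 h replicates, it was at least 2.97-fold lower at 18 h than at 6 h APF, and at 18, 24 and 36 h its counts were at or under the floor. The bound on this fall rests on 6 h replicate 2. Replicate 1 had 0.917 CPM, close to the larger floor of the 18 h libraries, 0.840 CPM. The adjusted p-value of that fall was 0.00911 in edgeR's test and 0.0668 with the 4 libraries of the interval alone, the extremes of its alternatives being 1.15e-05 and 0.0668. *ftz-f1* (FBgn0001078, arm 3L, overlapping noncoding genes on the same strand) rose from 30.2 ± 15.5 CPM (SD, n = 2) at L3 to 1416 ± 264 CPM at 6 h APF, a log2 fold change of 5.52 (adjusted p = 2.43e-06). It had 49.3 ± 10.6 CPM (SD, n = 2) at 18 h and 7.82 ± 2.41 CPM at 24 h APF, a log2 fold change of −2.56 between them (standard error 0.45, adjusted p = 0.00356). *CG9932* (FBgn0262160, arm 2L) rose from 64.7 ± 26.4 CPM (SD, n = 2) at L3 to 389 ± 336 CPM at 6 h APF (log2 fold change 2.58, adjusted p = 0.00223). Its 6 h replicates had 627 and 151 CPM. At 18 and 24 h APF it had 7.47 ± 1.70 and 6.66 ± 0.0490 CPM (SD, n = 2), a log2 fold change of −0.13 (adjusted p = 0.939) whose sign turned to 0.09 without 18 h replicate 2. *hairy* (*h*, FBgn0001168, arm 3L, no overlapping gene) rose from 81.7 ± 13.6 CPM (SD, n = 2) at L3 to 239 ± 149.9 CPM at 6 h APF, with 345 and 133 CPM in the 6 h replicates (log2 fold change 1.55, standard error 0.41, adjusted p = 0.00947). With the 4 libraries of the interval alone, the adjusted p-value of *h* was 0.0608, and over its alternatives it ranged from 1.71e-08 to 0.0608. From 18 to 24 h APF *h* fell by 0.97 on the log2 scale (adjusted p = 0.175 from edgeR's test). This was not past the test, but the adjusted p-value was 0.0127 with the 4 libraries of the interval alone and 0.00541 with all genes of at least 1 count, out of a range up to 0.177.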

We decided to examine Broad further as a potential regulator for the G2 arrest in the early pupa wing, since the knockdown of EcR by RNAi that induced a precocious G2 arrest in the wing (Fig. 3B) was previously shown to induce precocious expression of a specific isoform of Broad, Broad-Z1 (Schubiger and Truman, 2000). Importantly, we also found Broad-Z1 to be specifically enriched in wings at 6 h APF by western blot (Fig. 4B) and immunofluorescence (Fig. 4C-E), coincident with the G2 arrest. We also detected total Broad expression in wings using an antibody to the Broad-core region that recognizes all Broad isoforms. 

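The counts are per gene, so the transcripts of *broad* (*br*) that encode its different isoforms were not told apart here. *br* (FBgn0283451) lies on the plus strand of the X chromosome, has 16 annotated transcripts in the BDGP6 annotation, and overlaps *Mur2B* on the opposite strand. Its level over all transcripts was 2264 ± 490.7 CPM (SD, n = 2) at L3, the highest of the 6 timepoints, and 1213 ± 153 CPM at 6 h APF. The log2 fold change was −0.90 (standard error 0.37, adjusted p = 0.0688 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This change was not past the test, and with all genes of at least 1 count in the fit its adjusted p-value was 0.00642, the lowest of its alternatives, which reached up to 0.0819. At 24 h APF *br* had 9.02 ± 4.55 CPM (SD, n = 2), or 0.398% of its maximum. Its log2 fold change between 18 and 24 h APF was −0.93 (standard error 0.46, adjusted p = 0.217), and −1.46 to −0.20 with each library left out in turn.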

We found that other isoforms of Broad, most likely transcripts encoding the Z3 isoform (based on our RNAseq data), are expressed in the larval wing prior to the larval-puparium transition. However, we saw no Broad expression at 27 h APF following the largest ecdysone pulse, suggesting ecdysone only induces Broad-Z1 in the early prepupal wing (Fig. 4F-H). Thus, Broad expression, particularly the Z1 isoform, coincides with the ecdysone-induced G2 arrest in early pupal wings.

**Fig. 4.**
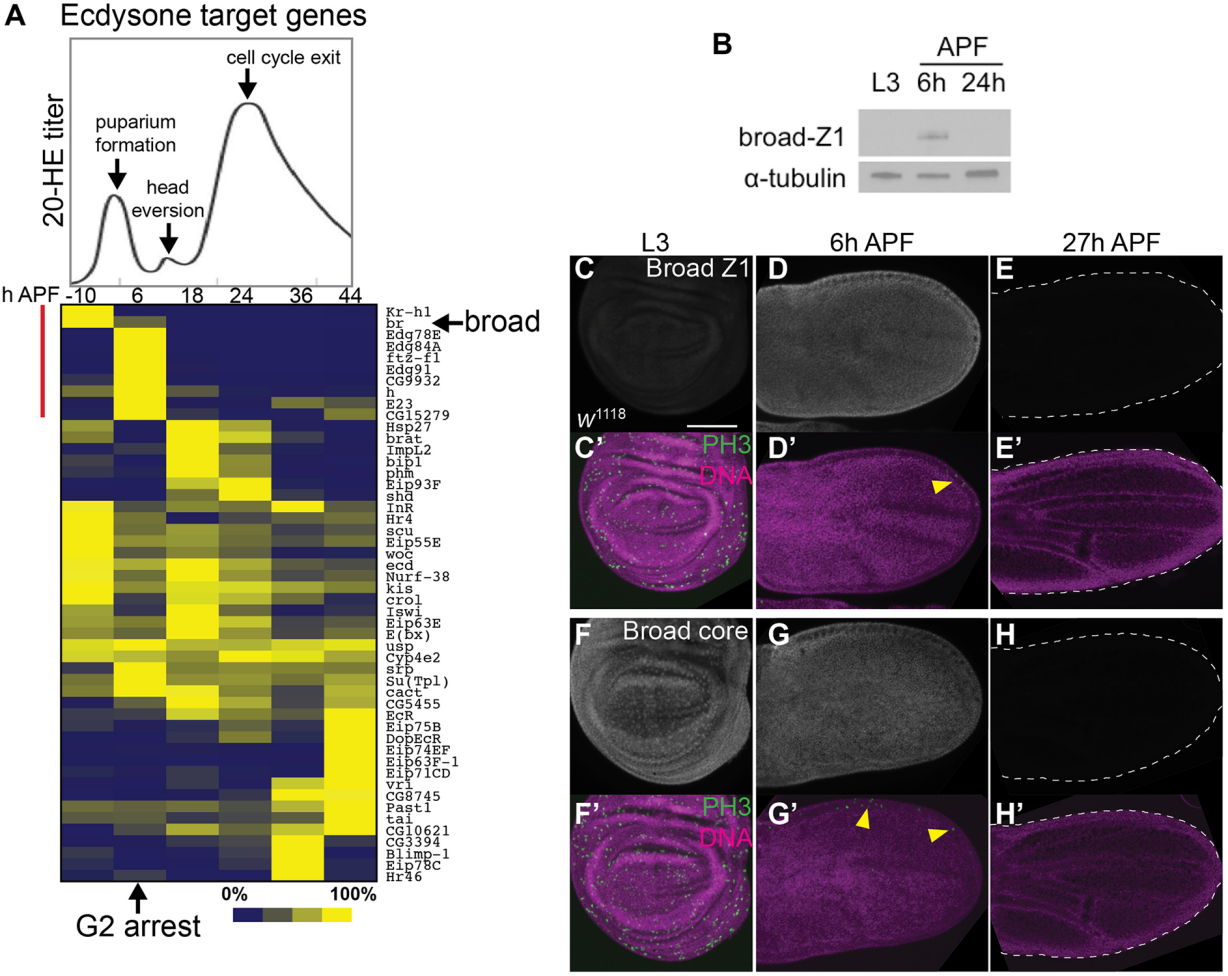
**G2 arrest in the prepupal wing coincides with a peak of Broad Z1 expression.** (A) The titer of ecdysone in animals from −10 h APF to 44 h APF (at 25°C) is shown. This graph is adapted from (Ashburner, 1989). Known ecdysone targets were clustered using Pearson correlation coefficients according to their expression changes during metamorphosis in the wing by RNAseq. Each gene is represented as a fraction of its maximum expression across the time course. The top cluster (indicated by a red line) contains targets induced specifically prior to or during the G2 arrest. The RNAseq heatmap signal for the direct ecdysone target *broad* encompasses all isoforms. (B) Endogenous BroadZ1 (BrZ1) protein levels were assayed in dissected wings of the indicated stages by western blot. BrZ1 peaks at 6 h. Alpha-tubulin from the same blot serves as a protein loading control. (C-H) Wings of the indicated stages were dissected, fixed and immunostained for all Broad isoforms (Broad core) or BrZ1. Broad isoforms are expressed at L3 stage prior to puparium formation, while BrZ1 is specific to the early prepupal wing. All images were taken with identical gain and laser intensities for comparison. Yellow arrowheads indicate mitoses that occur at the wing anterior margin at 6h APF. Scale bar: 100 µm.

### Broad regulates the ecdysone-induced G2 cell cycle arrest in early pupal wings

We have shown that the 20-HE–induced G2 arrest in cell culture relies in part upon the Wee/Myt kinases, which phosphorylate and inhibit Cdc2 activity (Fig. 1). We also found that *stg* expression, which counteracts the activity of the Wee/Myt kinases on Cdc2, is very low at 6 h APF during an ecdysone-induced G2 arrest in the wing. Therefore, we tested whether the G2 arrest in the early prepupal wing was dependent upon inhibitory Cdc2 phosphorylation. To do this, we used the *engrailed*-*Gal4* driver with a temperature sensitive Gal80 (*en-Gal4/Gal80^TS^*) to turn on ectopic expression of UAS-driven *stg* and GFP in the posterior wing at 0 h APF. 

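As a percentage of its maximum over the time course, *stg* was at 26.6% at L3, 7.58% at 6 h, 65.8% at 18 h, 100% at 24 h, 19.2% at 36 h and 2.94% at 44 h APF. The level at 6 h APF was below those of L3, 18, 24 and 36 h in both replicates, and above that of 44 h, which was 27.5 ± 0.620 CPM (SD, n = 2). The 36 h replicates were 114 and 245 CPM. The log2 fold change was −2.38 between 24 and 36 h APF (adjusted p = 0.000293 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and −2.70 between 36 and 44 h (adjusted p = 0.000172 from the same edgeR test).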

We then dissected wings at 6 h APF and stained for the mitotic marker phosphorylated Ser-10 histone H3 (PH3) to determine whether cells in the posterior wing bypassed the G2 arrest and entered into mitosis. Indeed, ectopic expression of *stg* robustly bypassed the G2 arrest in 100% of wings at this stage, demonstrating that the arrest is dependent upon inhibitory phosphorylation of Cdc2 (Fig. 5A,B). Previous work had shown that ecdysone signaling could regulate Cyclin B (CycB) levels in the larval wing margin indirectly through another ecdysone-regulated transcription factor *crooked legs* (*crol*) (Mitchell et al., 2013). 

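*CycB* transcripts were at 62.5 ± 34.1 CPM (SD, n = 2) at 6 h APF, or 29.4% of their maximum, with 86.6 CPM in replicate 1 and 38.4 CPM in replicate 2. They reached 212 ± 17.6 CPM (SD, n = 2) at 18 h APF, a log2 fold change of 1.75 from 6 h (adjusted p = 0.000722 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 24 h APF they were at 41.8 ± 5.85 CPM (SD, n = 2), a log2 fold change of −2.36 from 18 h (adjusted p = 0.00089 from the same edgeR test). The mean at 24 h APF was below that at 6 h, but it lay between the 6 h replicates.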

Since CycB also regulates Cdc2 activity and *cyclin B* levels were also low at 6 h APF in our RNAseq data, we tested whether overexpression of CycB could bypass the G2 arrest. However, in 100% of wings robust expression of CycB failed to promote entry into mitosis (Fig. 5C).

**Fig. 5.**
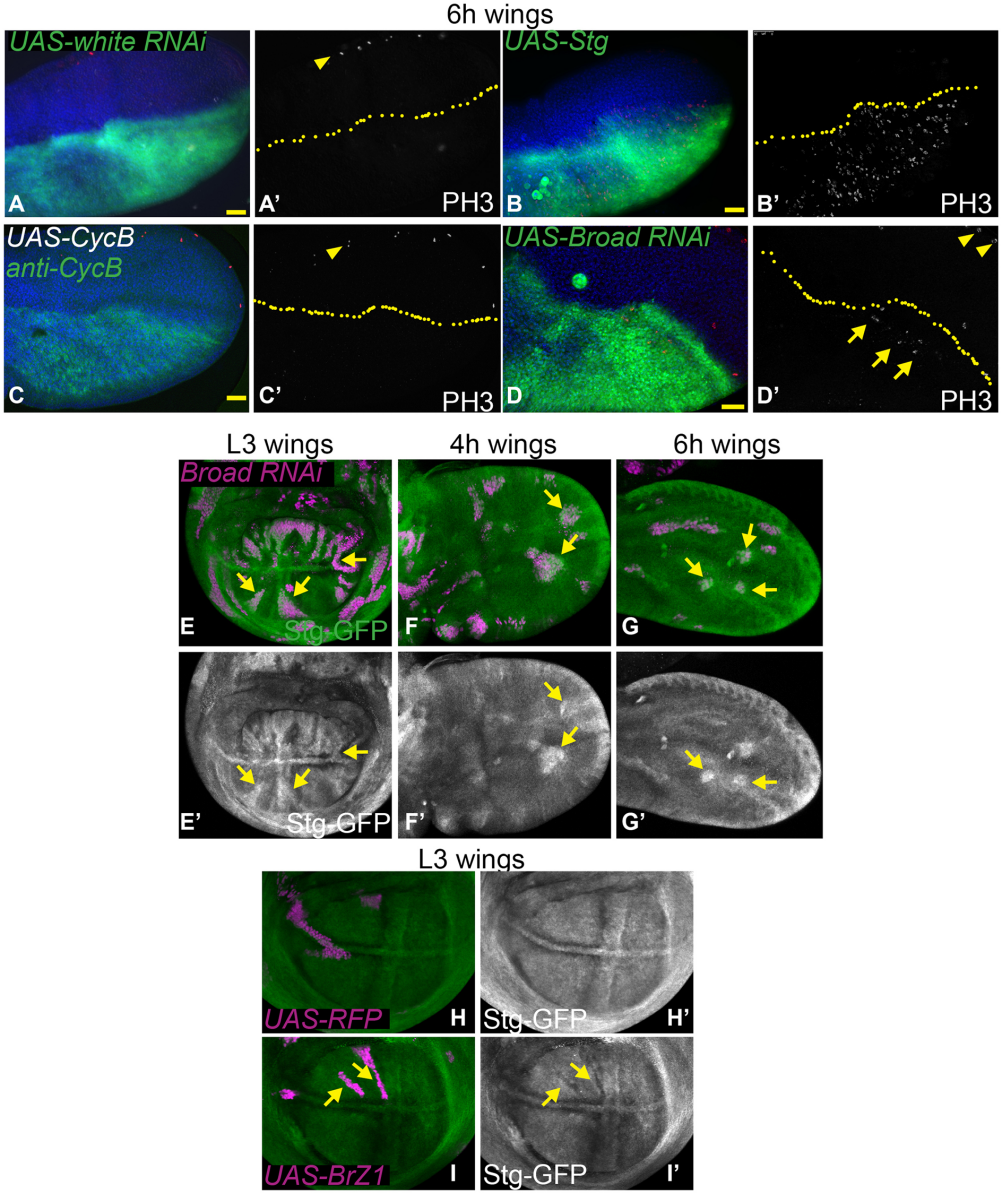
**The prepupal wing G2 arrest is partially dependent upon Broad regulation of String.** (A-D) *en-gal4* coupled with a temperature-sensitive *tubulin-Gal80*(*TS*) was used to limit UAS-driven expression from mid-L3–6 h APF to avoid defects in pupariation. Wings were dissected at 6 h APF and stained for mitoses using anti-phosphohistone H3 (PH3) (Su et al., 1998). (A,A′) A UAS transgene driving expression of RNAi to the eye pigment gene *white* was used as a negative control. At 6 h APF mitoses are normally restricted to the anterior margin (arrowhead) but are absent from the wing blade (*n*=6/6). (B,B′) Expression of *string* in the posterior wing bypasses the G2 arrest and drives cells of the posterior wing into an early mitosis (*n*=7/7), (C,C′) while overexpression of CycB does not (*n*=8/8). For A-D, yellow arrowheads indicate mitoses that occur at the wing anterior margin at 6h APF. (D,D′) Knockdown of *Broad* leads to ectopic mitoses in the posterior wing (yellow arrows, *n*=9/14). For A-D, yellow arrowheads indicate mitoses that occur at the wing anterior margin at 6h APF. (E-I) A Stg-GFP protein trap was recombined with an *actin-“flipout stop”-Gal4* transgene (*act>Gal4*) to generate heat-shock induced *flp/FRT, UAS-RFP* labeled clones expressing the indicated UAS transgenes. (E-G) *Broad* RNAi increases Stg-GFP at L3, 4 and 6 h APF (H-I) while BrZ1 overexpression decreases Stg-GFP levels. Representative experiments are shown, which were independently replicated 2-3 times. For E-I, yellow arrows indicate clones exhibiting altered Stg-GFP expression. Scale bar: 25 µm.

We next asked whether inhibition of Broad altered the G2 arrest in the early pupal wing. To inhibit Broad we used a UAS-driven RNAi that targets a common region of *broad* transcripts effectively knocking down all isoforms with the *en-Gal4/Gal80^TS^* driver (Fig. S2). Expression of the *broad* RNAi from the early second larval instar disrupted pupariation and resulted in visible defects in pupa cuticle tanning similar to those reported for overexpression of the repressive EcR-A isoform (Fig. S2, Schubiger et al., 2003). By contrast, expression of the RNAi from 0 h APF did not show any visible effects on pupal development, presumably due to insufficient knockdown. Therefore, we used *Gal4/Gal80^TS^* to drive Broad RNAi expression for only 18-24 h prior to 6 h APF, which likely results in a partial knockdown. Nevertheless, expression of *broad* RNAi at these moderate levels resulted in ectopic mitoses in the posterior wing of 75% of animals (ranging from 3-14 mitoses/wing, Fig. 5D), consistent with a role for Broad in promoting the G2 cell cycle arrest.

To determine whether Broad may regulate Stg levels, we used a Stg-GFP protein trap line to monitor endogenous Stg expression (Inaba et al., 2011). We combined this protein trap with an *actin-“flipout stop”-Gal4* transgene (*act>Gal4*) to generate heat-shock induced *flp/FRT, UAS-RFP*-labeled clones expressing Broad RNAi or a control RNAi to the *white* gene that has no effect on the cell cycle. Clones expressing Broad RNAi exhibit increased expression of Stg-GFP from L3 to 6 h APF in the wing (Fig. 5E-G, arrows; Fig. S2). Conversely, ectopic Broad-Z1 overexpression reduces Stg-GFP expression in the proliferating L3 wing (Fig. 5H-I, Fig. S2). Altogether our data suggests ecdysone signaling acts via Broad to downregulate String to induce a temporary G2 arrest in the pupa wing. The G2 arrest in the early pupal wing can be bypassed by reducing Broad or by providing exogenous String.

### Broad binds to the *stg* regulatory locus and overlaps with wing enhancers

To investigate whether Broad may regulate Stg expression directly, we examined Broad binding to the *string* gene locus at 0 h APF using modencode dataset #3806 (www.modencode.org). The *string* regulatory region is modular and extensive, spanning >40 kb (Lehman et al., 1999; Lopes and Casares, 2015), and several regulatory elements that drive expression in the wing have been previously described (Andrade-Zapata and Baonza, 2014). These regions overlap with accessible potential regulatory elements identified by formaldehyde-assisted isolation of regulatory elements (FAIRE) that become inaccessible after cell cycle exit in the late pharate adult tissues (McKay and Lieb, 2013). By aligning Broad binding data with FAIRE data at the *stg* locus, we found that several strong peaks of Broad binding overlap with potential wing regulatory elements (Fig. 6A).

**Fig. 6.**
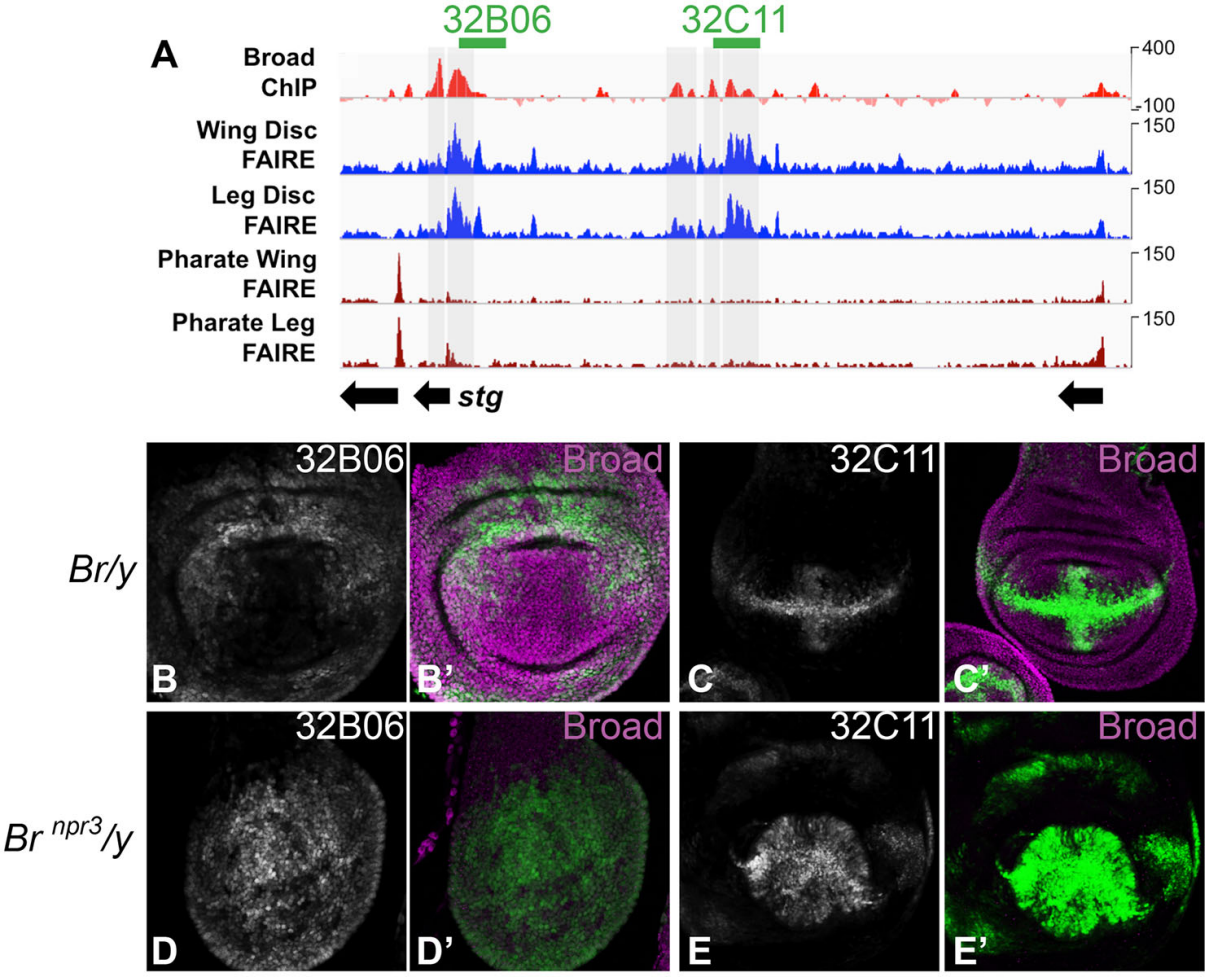
**Broad binds to the *stg* regulatory locus and overlaps with wing enhancers.** (A) An 80 kb window of the *stg* locus is shown including Broad ChIP-seq signal at 0 h APF (modencode dataset #3806, www.modencode.org), and potential regulatory elements revealed by FAIRE that are accessible during larval stages in the wing and leg disc, but become inaccessible after cell cycle exit in the pharate tissues (McKay and Lieb, 2013). Two regions are shown that overlap with reporters from the Janelia Gal4 collection previously shown to drive expression in the wing (Andrade-Zapata and Baonza, 2014). (B-C) Male animals hemizygous for *broad* show expression of these reporters in the wing. (D-E) Animals hemizygous for the *broad npr3* null allele show loss of Broad expression and ectopic reporter expression in the central wing pouch (for 32B06) and additional expression outside of the anterior-posterior and dorsal-ventral boundary regions (for 32C11). GFP expression is shown in green, and Broad protein expression is shown in magenta.

Two Gal4 reporters generated from *stg* regulatory regions (from the Janelia Gal4 collection) that drive expression in the wing overlap with peaks of Broad binding, 32B06 and 32C11 (Andrade-Zapata and Baonza, 2014). We therefore examined whether the loss of Broad alters the expression of these reporters. The *broad* locus is located on the X-chromosome, in males hemizygous for wild-type *broad* we observed normal Broad protein levels and the previously described expression patterns for these reporters in the wing (Fig. 6B,C). By contrast, in animals hemizygous for the *broad npr3* null allele, Broad expression is lost and ectopic reporter expression is observed in the central wing pouch for 32B06, and additional expression in the wing pouch and hinge is observed for 32C11 (Fig. 6D-E). Loss of Broad also disrupts larval development and wing patterning (Jia et al., 2016), resulting in reduced wing size and altered wing pouch shape. Altogether these data demonstrate that Broad binds *stg* regulatory regions that drive expression in the wing. Moreover, they suggest that Broad (most likely the Z1 isoform) induces the G2 arrest at 6 h APF by directly repressing *stg* expression.

## DISCUSSION

We present a model for how the pulse of ecdysone at the larval-to-pupal transition impacts the cell cycle dynamics in the wing during metamorphosis (Fig. 7). Ecdysone signaling at the larva-to-puparium transition induces Broad, which in turn represses Stg to generate a temporary G2 arrest, which synchronizes the cell cycle in the wing epithelium. 

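Between 6 and 18 h APF, *br* fell to 16.0 ± 9.38 CPM (SD, n = 2), a log2 fold change of −6.29 (standard error 0.48, adjusted p = 1.2e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This is 78.1-fold. With each of the 4 libraries left out in turn, the log2 fold change stayed between −7.01 and −5.74, and over the alternatives its adjusted p-value ranged from 4.11e-65 to 0.000284. The 18 h replicates had 9.40 and 22.7 CPM. Over the same interval *stg* rose to 615 ± 31.6 CPM (SD, n = 2), a log2 fold change of 3.12 (standard error 0.36, adjusted p = 3.34e-05 from the same edgeR test). Both replicates at 18 h APF lay above both at 6 h for *stg* and below both for *br*. At 24 h APF *stg* had 934 ± 38.6 CPM (SD, n = 2), a log2 fold change of 0.60 from 18 h that was not past the test (standard error 0.33, adjusted p = 0.263). The *br* counts cover all its transcripts, and between L3 and 6 h APF, when *stg* fell, *br* did not rise.

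**Figure D2:**
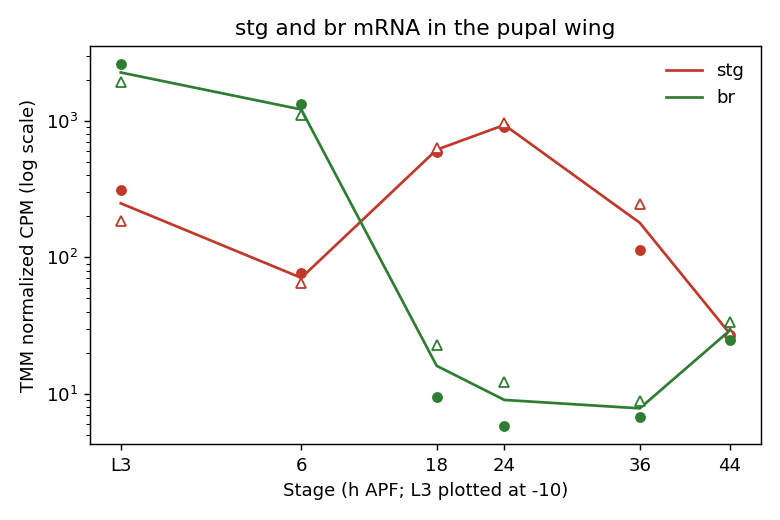
CPM of *stg* and *br* (y axis, log scale) over time in h APF (x axis, with L3 placed at −10). Circles are replicate 1, open triangles replicate 2, and lines join the means; between 6 and 18 h APF *br* falls to 16.0 CPM while *stg* rises to 615 CPM.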

As ecdysone levels decline, Broad expression plummets, allowing Stg to be re-activated resulting in a pulse of cdc2 activity that promotes a rapid G2/M progression during the final cell cycle in the wing. This ultimately culminates in the relatively synchronized cell cycle exit at 24 h APF (Milan et al., 1996; Schubiger and Palka, 1987), coinciding with the second large pulse of ecdysone. This second pulse in the pupa activates a different set of transcription factors (not Broad), promoting the acquisition of terminal differentiation characteristics in the wing. In this way, two pulses of ecdysone signaling can both synchronize the final cell cycle by a temporary G2 arrest and coordinate permanent cell cycle exit with the acquisition of terminal differentiation characteristics in the wing.

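Of the 40 targets of Fig. 4A outside its marked cluster, 4 rose between 18 and 24 h APF past edgeR's quasi-likelihood test and 1 fell. At an unadjusted p-value under 0.05, 9 rose and 5 fell, and 7 rose and 2 fell with p-values adjusted over the list alone. The 4 genes that rose were *Hr4* (overlapping *PIG-K* and *CR46447* on the opposite strand), with a log2 fold change of 3.26 (adjusted p = 0.00583 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), *Eip78C* (2.38), *Blimp-1* (1.67) and *Cyp4e2* (1.22). *vri*, which overlaps a noncoding gene on the opposite strand, fell, with a log2 fold change of −1.47. The median level of the 40 genes at 24 h APF was 44.0% of their maximum. *EcR* (FBgn0000546, arm 2R, overlapping *CG14589* and several noncoding genes on the opposite strand) had 221 ± 27.4 CPM (SD, n = 2) at 18 h and 184 ± 17.5 CPM at 24 h APF, a log2 fold change of −0.27 that was not past the test (adjusted p = 0.467). It was highest at 44 h APF, with 519.8 ± 67.5 CPM (SD, n = 2).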

**Fig. 7.**
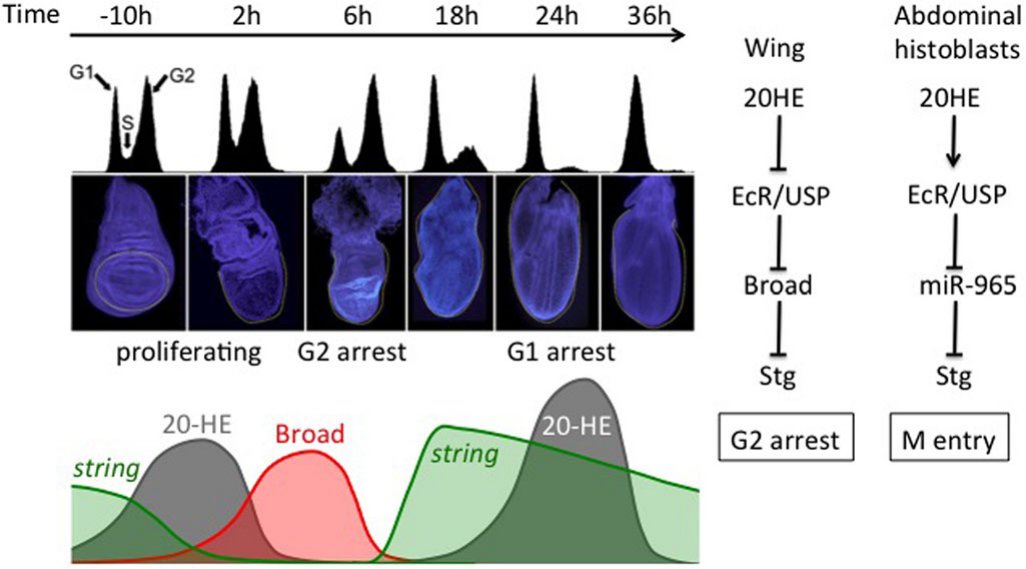
**A model for how the temporal dynamics of Ecdysone signaling induce two phases of cell cycle arrest in *Drosophila* wings.** Pulses of Ecdysone signaling, Broad expression and String expression are temporally regulated during wing metamorphosis to coordinate cell cycle changes with differentiation and morphogenesis. In the wing, ecdysone relieves EcR/USP repression of Broad, which in turn regulates Stg. The outcome is opposite to that of the recently worked out molecular pathway for G2 progression in the abdominal histoblasts (Verma and Cohen, 2015). A portion of this figure, showing cell cycle changes in the wing during metamorphosis, is reproduced from (O'Keefe et al., 2012) and also shown in Fig. 3.

Over 30 years ago it was shown that 20-HE exposure in *Drosophila* tissue culture cells induces a cell cycle arrest in G2-phase (reviewed in Echalier, 1997; Stevens et al., 1980). This response appears to be shared among three different cell lines, Cl-8, Kc and S2 (Fig. S1). Here, we show that in Kc cells pulsed 20-HE exposure also leads to a G2 arrest followed by rapid cell cycle re-entry after 20-HE removal and a subsequent prolonged G1 (Fig. 2). This cell cycle response to a pulse of 20-HE is reminiscent of the cell cycle changes that occur during early metamorphosis in the pupal wings and legs (Graves and Schubiger, 1982; O'Keefe et al., 2012).

It is worth considering why Kc and S2 cells, which are thought to be derived from embryonic hemocytes, would exhibit a similar cell cycle response to 20-HE to the imaginal discs. Relatively little is known about how ecdysone signaling impacts embryonic hemocytes, although recent work suggests that ecdysone signaling induces embryonic hemocyte cell death under sensitized conditions (Sopko et al., 2015). More is known about larval hemocytes, which differentiate into phagocytic macrophages and disperse into the hemolymph during the first 8 h of metamorphosis (Grigorian et al., 2011). Ecdysone is involved in this maturation process, as lymph glands of *ecdysoneless* (*ecd*) mutants fail to disperse mature hemocytes and become hypertrophic in the developmentally arrested mutants (Sorrentino et al., 2002). This suggests that the high levels of systemic ecdysone signaling at the larval-puparium transition mediate a switch from proliferation to cell cycle arrest and terminal differentiation for lymph gland hemocytes during metamorphosis. Without ecdysone signaling, hemocytes may continue to proliferate and fail to undergo terminal differentiation leading to the hypertrophic lymph gland phenotype observed. Interestingly, while the loss of *broad* also prevents proper differentiation of hemocytes similar to loss of *ecd*, loss of *broad* does not lead to the hypertrophy observed in *ecd* mutants (Sorrentino et al., 2002). Further studies will be needed to examine whether the ecdysone induced cell cycle arrest in larval hemocytes occurs in the G2 phase, or whether their cell cycle arrest proceeds via a similar pathway to that shown here for the wing.

### The ecdysone receptor is a repressive complex in the wing

Multiple lines of evidence suggest that the ecdysone receptor complex in the larval wing acts as a repressor for certain early pupa targets and that the binding of ecdysone to the receptor relieves this repression (Fig. 7). For example loss of EcR by RNAi or loss of the EcR dimerization partner USP, de-represses ecdysone target genes that are high in the early pupal wing such as Broad-Z1 and βFtz-F1 (Ghbeish et al., 2001; Schubiger and Truman, 2000). The EcR/USP heterodimer also cooperates with the SMRTR co-repressor in the wing to prevent precocious expression of ecdysone target genes such as Broad-Z1 (Heck et al., 2012). Consistent with our hypothesis that a repressive EcR/USP complex prevents precocious expression of Broad-Z1 and thereby a precocious G2 arrest, inhibition of SMRTR can also cause a G2 arrest (Pile et al., 2002). Thus, in the context of the early pupal wing, we propose that the significant pulse of ecdysone at the larval-to-puparium transition relieves the inhibition of a repressive receptor complex, leading to Broad-Z1 activation (Fig. 7). Consistent with this model, high levels of Broad-Z1 in the larval wing lead to precocious neural differentiation at the margin (Schubiger et al., 2005) and in our hands precocious inhibition of *stg* expression in the wing pouch (Fig. 5). Interestingly, a switch in Broad isoform expression also occurs during the final cell cycle in the larval eye, such that Broad-Z1 becomes high in cells undergoing their final cell cycle and entering into terminal differentiation (Brennan et al., 2001). However, in this case, Broad-Z1 expression is not associated with a G2 arrest and occurs in an area of high Stg expression, suggesting the downstream Broad-Z1 targets in the eye may be distinct or regulated differently from those in the wing.

The ecdysone receptor has also been shown to down regulate Wingless expression via the transcription factor Crol at the wing margin, to indirectly promote CycB expression (Mitchell et al., 2013). While a loss of EcR at the margin decreased CycB protein levels, the effects of EcR loss on CycB levels in the wing blade outside of the margin area were not obvious (Mitchell et al., 2013). We suggest that in the wing, the role for EcR outside of the margin acts on the cell cycle via a different mechanism through *stg*. Consistent with a distinct mechanism acting in the wing blade, over-expression of Cyclin B in the early prepupal wing could not promote increased G2 progression or bypass the prepupal G2 arrest (Fig. 5). Instead, our results on the prepupal G2 arrest are consistent with previous findings that Stg is the rate-limiting component for G2-M cell cycle progression in the fly wing pouch and blade (Neufeld et al., 1998).

### Gene expression changes during metamorphosis in the wing

In order to identify the gene expression changes in the wing that occur in response to the major peaks of ecdysone during metamorphosis, we performed RNAseq on a time course of pupal wings. We observed major changes in gene expression in this tissue during metamorphosis (Fig. 3, Fig. S3). In addition, we identified known ecdysone targets that are affected differently in the wing during the first larval-to-pupal ecdysone pulse and the second, larger pulse at 24 h APF (Fig. 4). Ecdysone signaling induces different direct targets with distinct kinetics (King-Jones and Thummel, 2005). Furthermore, specific targets, for example Ftz-F1, can modulate the expression of other ecdysone targets to shape the response to the hormone (King-Jones et al., 2005). Thus, we expect that a pulse of ecdysone signaling leads to sustained effects on gene expression and the cell cycle, even after the ecdysone titer returns to its initial state. These factors together with the differences in the magnitude of the ecdysone pulse may contribute to the differences in the response to the early versus later pulses in the wing.

Ecdysone signaling can also affect the cell cycle and cell cycle exit via indirect mechanisms such as altering cellular metabolism. This is used to promote cell cycle exit and terminal differentiation in neuroblasts, where a switch toward oxidative phosphorylation leads to progressive reductive divisions (divisions in the absence of growth) leading to reduced neuroblast cell size and eventually terminal differentiation (Homem et al., 2014). Although reductive divisions do occur in the final cell cycle of the pupa wing (Aigouy et al., 2010, our unpublished data), this type of mechanism does not provide a temporary arrest to synchronize the final cell cycle in neuroblasts as we see in wings. 

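The list of ribosome biogenesis genes had median levels of 43.9% of the maximum at 6 h, 42.2% at 18 h, 32.2% at 24 h, 21.4% at 36 h and 30.9% at 44 h APF, from 100% at L3. For protein synthesis, the genes of ribosomal proteins were examined, 88 in the files and 82 of them expressed. Their median level was 72.1% of the maximum at L3, 100% at 6 h, 55.7% at 18 h, 69.7% at 24 h, 63.1% at 36 h and 48.0% at 44 h APF. Between L3 and 6 h APF, 72 of 82 were higher, with a median log2 fold change of 0.47, and 0 changed at least 2-fold. The standard deviation between replicates was 0.32, and the median was 0.20 without 6 h replicate 2. An adjusted p-value under 0.05 in edgeR's test was reached by 6 of these genes, and by 0 when adjusted over the list alone. Camera with the preset correlation gave p = 0.00157, but fry 0.097 and camera with the estimated correlation 0.579. With library size alone as the scaling the median was −0.10, or 0.44 relative to all tested genes. All 82 were then lower at 18 h than at 6 h APF, with a median log2 fold change of −0.85 (−0.55 without 6 h replicate 2), and 16 fell at least 2-fold. An adjusted p-value under 0.05 was reached by 60 of them, and by 65 when adjusted over the list alone. For this fall, camera with the preset correlation gave 8.72e-12 and fry 0.00405, but camera with the estimated correlation 0.252. The share of the list that fell at least 2-fold was 19.5%, against 18.9% of the tested genes, so the list was not enriched (odds ratio 1.04, one-sided Fisher's exact test, p = 0.484).

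**Figure D3:**
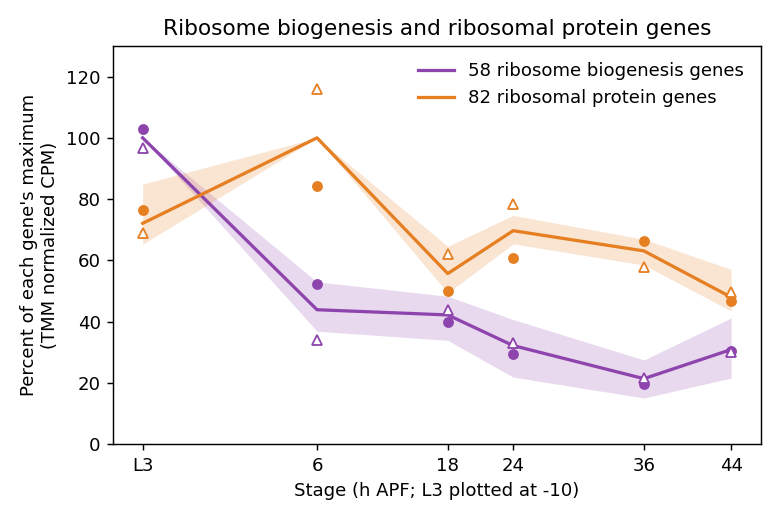
Percent of maximum TMM normalized counts (y axis) over time in h APF (x axis, with L3 placed at −10) for 58 ribosome biogenesis genes and 82 ribosomal protein genes. Lines give medians and bands quartiles, and circles mark the median in replicate 1 and open triangles in replicate 2; at 6 h APF the first list is at 43.9% and the second at 100%, the latter with replicate medians of 84.3 and 116%. With library size alone as the scaling, the second list had a median log2 fold change of −0.10 between L3 and 6 h APF.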

Importantly, we do see a striking reduction in the expression of genes involved in protein synthesis and ribosome biogenesis in the wing during metamorphosis, consistent with the lack of cellular growth (Fig. 3, O'Keefe et al., 2012). Instead the increased surface area of the pupal wing comes from a flattening, elongation and apical expansion of the cells due to interactions with the extracellular matrix creating tension and influencing cell shape changes (Etournay et al., 2015). This is also consistent with our findings that a significant number of genes associated with protein targeting to the membrane are increased as the wing begins elongation in the early pupa (Fig. 3). 

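A list of 20 genes for protein targeting to the membrane was used, all of them in the files and expressed. All 20 were higher at 6 h APF than at L3, with a median log2 fold change of 1.28 and a standard deviation of 0.22 between replicates. At least 2-fold rises were found for 13 genes (65%), against 19.5% of the 8469 tested genes, an odds ratio of 7.73 (one-sided Fisher's exact test, p = 1.09e-05, adjusted 6.23e-05). An adjusted p-value under 0.05 in edgeR's test was reached by 16 genes, and by 16 when adjusted over the list alone. Camera with the preset correlation gave p = 5.92e-06, fry 0.000368 and camera with the estimated correlation 0.13. With each library left out in turn the median stayed between 0.96 and 1.45. In the next interval, up to 18 h APF, 15 of the 20 genes fell at least 2-fold, with a median log2 fold change of −1.37 (one-sided Fisher's exact test, p = 7.6e-08). Camera with the preset correlation gave 2.19e-07 for this fall, fry 0.000126 and camera with the estimated correlation 0.0913. As a percentage of the maximum, the median level was 40.5% at L3, 99.4% at 6 h, 34.3% at 18 h, 43% at 24 h, 87% at 36 h and 62.1% at 44 h APF. The replicate medians at 6 h APF were 73.2 and 107%.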

Further studies will be needed to determine whether the changes in expression of genes involved in ribosome biogenesis and protein targeting to the membrane are controlled by ecdysone signaling, or some other downstream event during early wing metamorphosis.

### Tissue-specific responses to ecdysone can mediate opposite effects on the cell cycle through the same target

Perhaps the most interesting and least understood aspect of steroid hormone signaling is how a diversity of cell-type and tissue-specific responses are generated to an individual hormone. Cell cycle responses to ecdysone signaling are highly cell type specific. For example, abdominal histoblasts, the progenitors of the adult abdominal epidermis, become specified during embryogenesis and remain quiescent in G2 phase during larval stages. During pupal development, the abdominal histoblasts must be triggered to proliferate rapidly by a pulse of ecdysone to quickly replace the dying larval abdominal epidermis. This is in contrast to the behavior of the wing imaginal disc, where epithelial cells undergo asynchronous rapid proliferation during larval stages, but during metamorphosis the cell cycle dynamics become restructured to include a G2 arrest followed by a final cell cycle and entry into a permanently post-mitotic state, in a manner coordinated with tissue morphogenesis and terminal differentiation.

How does the same system-wide pulse of ecdysone at the larval-to-puparium transition lead to such divergent effects on the cell cycle in adult progenitors? Surprisingly it seems to be through divergent effects on tissue specific pathways that act on the same cell cycle targets. In the abdominal histoblasts the larval-to-puparium pulse of ecdysone triggers cell cycle re-entry and proliferation via indirect activation of Stg (Ninov et al., 2009) by modulating the expression of a microRNA miR-965 that targets Stg (Verma and Cohen, 2015) (Fig. 7). This addition of the microRNA essentially allows ecdysone signaling to act oppositely on the same cell cycle regulatory target as Broad-Z1 does in the wing. Thus, tissue-specific programs of gene regulatory networks can create divergent outcomes from the same system-wide hormonal signal, even when they ultimately act on the same target.

## MATERIALS AND METHODS

### Cell culture

Clone-8 (Cl-8) and S2R+ cells were obtained from the Drosophila Genomics Research Center (DGRC, Bloomington, Indiana, USA). A strongly ecdysone-responsive Kc167 subclone was obtain from Dr K. Cadigan (University of Michigan, Ann Arbor, MI, USA). All cells were cultured at 25°C in Schneider's media (Invitrogen) supplemented with penicillin-streptomycin (Gibco) and 10% heat-inactivated ‘Optima’ fetal bovine serum (Atlanta Biologicals). For Cl-8 cells, the media was supplemented with 5 μg ml^−1^ insulin (Sigma) and 2.5% fly extract. Fly extract was prepared and stored as described (https://dgrc.bio.indiana.edu/include/file/additions_to_medium.pdf). Cell counting/viability was performed manually using a hemocytometer and Trypan blue staining. 20-Hydroxyecdysone (Sigma) was dissolved at 1 mg ml^−1^ in dimethyl sulfoxide (DMSO) or water. RNAi experiments were performed in 6-well dishes, with 1-3×10^6^ cells ml^−1^. Cells were seeded for 12-24 h in complete media. Media was removed, then cells were washed with 1 ml 1× PBS and replaced with 0.5 ml serum-free medium containing 10-20 μg ml^−1^ dsRNA overnight. 0.5 ml of complete medium was added and cells were incubated for 3 days prior to flow cytometry or treatment with 20-HE.

Primers used for dsRNA synthesis using T7 Polymerase as described (Rogers and Rogers, 2008):

T7-Wee-fwd, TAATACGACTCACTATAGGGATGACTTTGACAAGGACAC, T7-Wee-rev, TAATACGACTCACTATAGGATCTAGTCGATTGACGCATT; T7-Myt1-fwd, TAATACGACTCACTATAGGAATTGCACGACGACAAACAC, T7-Myt1-rev, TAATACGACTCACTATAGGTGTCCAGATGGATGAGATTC; T7-Myt1-fwd2, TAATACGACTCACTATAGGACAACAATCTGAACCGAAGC, T7-Myt1-rev2, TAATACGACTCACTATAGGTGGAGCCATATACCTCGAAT; T7-EcR-fwd, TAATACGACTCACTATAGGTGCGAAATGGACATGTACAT, T7-EcR-rev, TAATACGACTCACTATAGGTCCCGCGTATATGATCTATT; T7-Br-fwd, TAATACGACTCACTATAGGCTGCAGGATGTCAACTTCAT, T7-Br-rev, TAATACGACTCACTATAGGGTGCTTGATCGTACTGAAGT.

### Flow cytometry

Flow cytometry analysis for DNA content in Figs 1 and 2 and Fig. S1C was performed on live cells in 1× PBS with DyeCycleViolet (Life Technologies) at a 1:2000 dilution for 30 min at room temperature. Cells were run on an Attune Cytometer (Life Technologies) under standard settings using the Violet laser with the 450/40 filter. Flow cytometry analysis for DNA content in Fig. S1A was performed on ethanol-fixed cells, treated with RNaseA (Sigma) and stained with propidium iodide (Sigma) as described (Bettencourt-Dias et al., 2004) and analyzed on a FACSCalibur (BD). For EdU incorporation assays, cells were cultured in complete medium with 10 μM EdU for the indicated timepoints, and either chased with complete media lacking EdU for the indicated timepoints prior to fixation (Fig. 2F), or fixed immediately and stained (Figs 1G and 2A) using the protocol of the Click-IT EdU AlexaFluor-488 Flow Cytometry kit (Life Technologies). For all EdU-treated samples DNA was stained with FX CycleViolet (Life Technologies) for 30 min at room temperature and samples were analyzed on an Attune cytometer. Results from multiple replicates were graphed and analyzed by one-way ANOVA (for comparing groups) or paired *t*-tests (for individual comparisons) using Prism (www.graphpad.com). *P*-values are indicated as follows; *P<0.05, **P<0.01, ***P<0.001, n.s.=*P*>0.05.

### Western blots

Western blots were performed using BioRad TGX precast 4-20% gels, and HRP conjugated secondary antibodies with high sensitivity ECL detection reagents (Thermo) as described (Sun and Buttitta, 2015). We used the following antibodies: anti-Tyr15-P-cdc2 (1:1000, Cell Signaling Technologies, #9111), anti-EcR common (1:1000, DSHB, DDA2.7), anti-Wee (1:700, kindly provided by Dr S. Campbell), anti-Broad Z1 and Broad-Core (1:100, DSHB, #Z1.3C11.OA1 and #25E9.D7), mouse anti-α-tubulin (1:1000, DSHB, AA4.3) and anti-total cdc2 (1:1000, Millipore, #06-923). For Fig. 1, western blot signal was quantified using Image J and presented as the ratio of pCdc2 to total Cdc2.

### Fly stocks

The *w*;*engrailed-Gal4*,*UAS-GFP*; *tub-Gal80TS* and *w*;*apterous-Gal4*,*UAS-GFP*; *tub-Gal80TS* stocks have been described (Buttitta et al., 2007). The *w*;*+*,*act>CD2,stop>Gal4*,*UAS-dsRed* (BL# 30558, Bloomington Drosophila Stock Center) was recombined with the Stg-GFP protein trap (YD0685) kindly provided by Dr Y. Yamashita (University of Michigan, Ann Arbor, MI, USA). EcR RNAi (Schubiger and Truman, 2000), Broad TRiP RNAi lines (BL #27272 and #33641) and UAS-BrZ1 (BL#51379) were crossed to y,w,*hsflp^122^* and are available in the Bloomington Stock Center. The *broad* null allele *npr3* was also used (BL#5964, Bloomington Drosophila Stock Center).

### Immunofluorescence

For EdU labeling, cells were cultured with 10 μM EdU for 45 min in complete medium and fixed and stained using the protocol of the Click-IT EdU AlexaFluor-555 Imaging kit (Life Technologies). DNA was stained for 10 min with 1 μg ml^−1^ Hoechst 33258. For *Drosophila* tissues, pupa were collected and staged at 25°C, using the immobile white-prepupa stage as 0 h APF. Tissues were dissected and fixed in paraformaldehyde, followed by washed in 1× PBS-0.1%Triton-X100 and blocking and staining as described (Buttitta et al., 2007). For Figs 4-6 all samples within each figure were scanned with the same gain and laser intensity settings as the control genotypes. For Fig. 6 GFP signal in the wing pouch (pouch boundary defined by folding at hinge) was quantified (pixels×area) using Image J.

### RNAseq gene expression analysis

Animals were staged at 25°C as described (O'Keefe et al., 2012). Forty wings for each stage were manually dissected and RNA was isolated using Trizol as previously described (McKay and Lieb, 2013). Two independent replicates for each timepoint were performed. Libraries for RNAseq were generated using the stranded mRNA sequencing kit from KAPA Biosystems (catalog # KK8421). Reads were mapped to the genome (dm3) using Tophat2 (Kim et al., 2013) using a transcript annotation file for the alignment. The Htseq-count tool (Anders et al., 2015) was used to count reads mapping to genes, and the EdgeR package in Bioconductor (Robinson et al., 2010) was used to calculate RPKMs. For heatmaps of core cell cycle gene expression across the time series, the percent maximum of TMM normalized read counts was used for hierarchical clustering analysis based on average linkage. For gene ontology analysis, we defined differentially expressed genes as those having a logCPM greater than 2 in at least one sample and changing by at least twofold between pairwise time points. The resulting gene lists were submitted to DAVID (Huang et al., 2009) gene ontology analysis, and subsequently filtered using REViGO (Supek et al., 2011) to remove redundant terms.

How the deposited data were processed for this re-analysis (not part of the article)

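RNA from wings of staged animals was sequenced at L3 and at 6, 18, 24, 36 and 44 h APF, with 2 replicates at each timepoint and 12 libraries in all. The authors aligned the reads to dm3 with Tophat2 and counted them on genes with Htseq-count, and the deposited counts are raw numbers of reads per gene. The authors also deposited RPKM values, made with edgeR from the same counts. The gene lengths implied by the counts and the RPKM values were whole numbers for 12660 genes and constant across libraries (largest relative deviation 6.4e-15) when the library size was taken over every line of the deposited count tables, including the lines for reads on no gene, on several genes or aligned to several places. With reads on genes as the library size the largest relative deviation was 1.16. A further 2 columns of the RPKM table match no sample and were not used here.

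The lines for reads not assigned to a gene held 44.0 to 75.2% of the records of each library, and they were left out of the library sizes. Reads on no gene were 3.96 to 6.10% and reads on several genes 0.412 to 0.633% of the records. Reads on genes numbered between 1659208 and 6900002 per library, with a median of 4587594.5. A floor of 3 counts lay between 0.363 and 1.53 CPM. TMM factors lay between 0.70 and 1.37, and the 10 most abundant genes took between 7.4 and 25.9% of the reads on genes, the most at 44 h APF. Replicate libraries had Spearman correlations across genes of 0.949 at 6 h APF and 0.972 to 0.992 at the other timepoints; genes are not independent replicates.

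All values were computed with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Log2 CPM used a prior count of 2. The genes tested were the 8469 of 15240 with a log2 CPM above 2 in at least 1 library. Each timepoint was compared with the one before it, which makes 5 comparisons, in one edgeR quasi-likelihood model over the 12 libraries with Benjamini-Hochberg adjustment. A gene was past the test with an adjusted p-value under 0.05 and a 2-fold change. The rule that the paper's methods give for gene ontology analysis, with no replicate error, was applied beside it. For a gene with at most 3 counts in both libraries of a timepoint, the fold change is given as a bound against the floor. The bound takes the mean of the 2 replicates at the other timepoint over the larger floor, so a single replicate can give less.

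Lists of genes for the cell cycle, ribosome biogenesis, protein targeting to the membrane and ribosomal proteins, and lists of marker genes for salivary gland glue, fat body, hemocytes, muscle, dosage compensation RNAs and yolk proteins, were fixed before the data were examined, as were the comparisons, the rule for naming genes and all alternatives except 2. The sets of Table S1 and the terms from DAVID were not used here. The ecdysone targets were the 50 genes of Fig. 4A. Lists were tested with camera at a preset correlation of 0.01, with fry, and with one-sided Fisher's exact tests over 40 combinations of list, interval and direction. Genes named are those the paper or Fig. 4A names, the 2 genes with the largest fitted rise and the 2 with the largest fitted fall of each interval among those with separate replicates and an adjusted p-value under 0.05, and members of a list where 5 or fewer are counted. Symbols are those of the files, and identifiers, arms, strands and overlapping genes come from the BDGP6 annotation, whose coordinates were not used because the counts were made on dm3.

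The alternatives tried were DESeq2's size factors, library size alone, a prior count of 0.5, other filters on low counts, the deposited RPKM values, DESeq2's Wald test, glmTreat, the 4 libraries of an interval alone, a replicate term, other list tests, other backgrounds, and leaving out each library. The 2 alternatives chosen after seeing the data were library sizes that include reads not assigned to a gene, and list medians with genes at the floor set to their bound. The steps were tested on simulated data. The edgeR test called 177 of 199 changed genes with the right sign (88.9%) and 14 of 7806 unchanged genes (0.179%), and the 2-fold rule found 191 and 153 of them (96.0 and 1.96%). In an interval without change, 0 of 8005 genes were called. A further 20 simulated data sets gave the number of genes with opposite changes expected from 6 h libraries shared by adjacent intervals. They drew genes independently and gave each gene the same spread at every timepoint. Isoforms were not analysed here, since the counts are per gene.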

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

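Among the tests below, those of library depth, of the first fat body list, of fewer reads at 6 h APF, of older wings in replicate 1 and of the share of males were chosen only after the result was seen. The values described were picked because they lie in intervals or genes on which the paper does not report.

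The paper's text gives no number of changed genes after 24 h APF. Between 24 and 36 h APF, 2151 genes were past edgeR's quasi-likelihood test, with 1296 higher and 855 lower, and 2616 changed by the 2-fold rule. Between 36 and 44 h APF, 1683 genes were past the test, with 889 higher and 794 lower, and 2093 changed by the rule. Over all tested genes, both replicates of one timepoint lay above both of the other for 68.2% between 24 and 36 h and 69.9% between 36 and 44 h, against 33.3% by chance. Ranked by edgeR's fitted fold changes, the first rises between 24 and 36 h were those of *CG15169* (at least 38.5-fold) and *MtnC* (at least 37.6-fold), and the first falls those of *CG15556* (at least 28.7-fold) and *Brd* (at least 4.71-fold). The counts give only these bounds, which use the mean of the 2 replicates, and a single replicate can give less. The genes are therefore not shown to have changed most, and *polo* fell 21.65-fold in the same interval. By the same ranking between 36 and 44 h, *CG2837*, which overlaps *CG3036* on the opposite strand, was at least 90.7-fold and *CG13720* at least 1225-fold higher, and *CG14244* and *MtnC* were at least 86.8-fold and 80.8-fold lower. *MtnC*, *CG15169* and *CG14244* rest on 36 h replicate 2. In 36 h replicate 1 they had 2, 4 and 4 counts, at or near the floor, and in replicate 2 412, 420 and 441 counts, so without replicate 2 no change of these genes is shown. In DESeq2, the adjusted p-value of *MtnC* between 24 and 36 h was 0.122, the highest of its alternatives, which started from 5.51e-48. A few abundant genes took up to 25.9% of the reads at 44 h APF. Without the 44 most abundant genes, 1674 genes were past the test between 36 and 44 h, which argues against an effect of these genes on the scaling. With every library drawn down to 1659208 reads, 1978 genes were past the test between 24 and 36 h, which argues against a difference in library size. Some changes were far larger than the spread between replicates, as for *CG13720*, which had 0.588 and 0.555 CPM at 36 h and 769.9 and 1393 CPM at 44 h. The development of the wing over these hours is a biological explanation that the design offers, and it stays a hypothesis found on the same data. The median of the muscle list also rose, from 1.55 and 3.06 CPM in replicates 1 and 2 at 24 h. It reached 14.7 and 26.1 CPM at 36 h and 66 and 169 CPM at 44 h. Whether a changing share of muscle tissue adds to these gene counts was not tested.

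In replicate 2 at 44 h APF, the muscle gene *Mlc2* had 868.1 CPM, against 195.3 CPM in replicate 1. All 9 genes of the muscle list were higher in replicate 2, with a median log2 ratio of 1.53 and a range from 0.20 to 2.15, and the libraries express all 9. At L3 their median was 0.848 CPM in replicate 1 and 0.63 CPM in replicate 2. A second list of 11 flight muscle genes, written after the first list was seen and before its own values were seen, had a median log2 ratio of 1.78, with 10 of 11 genes higher and a range from −1.13 to 3.38. At L3, 6 of these 11 genes were above the floor. The most abundant of them, *sls*, picked out after its values were seen, had 761.4 CPM in replicate 1 and 815.1 CPM in replicate 2 at 44 h, and it had 1469 CPM in replicate 1 at 36 h, where the median of the first muscle list was 14.7 CPM. Of 10000 random lists of matched expression, 0 had a median as high as the first list, and the highest reached 0.694. The ratio of the muscle list is thus not shared by genes of similar abundance. A difference in depth is not tested by this, because CPM values are already scaled by library size. A larger share of muscle tissue in replicate 2 may account for the ratios, as the second list could have come out otherwise. More advanced muscle in the wings of that replicate was not tested and stays open.

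In replicate 2 at 6 h APF, the fat body gene *Fbp1* had 396.3 CPM, against 63.3 CPM in replicate 1. *Lsp2* had 125.7 and 19.3 CPM in replicates 2 and 1, and *Lsp1gamma* 102 and 13.3 CPM. The other markers of the list were not higher, with 15.3 and 16.0 CPM for *Lsp1beta*, 28.2 and 30.0 CPM for *Fbp2*, and 1.02 and 6.42 CPM for *Lsp1alpha*. All 6 genes are expressed in the wing libraries. Since 3 of the 6 markers were higher and 3 were not, the values argue against a larger share of fat body in replicate 2 as the whole cause. A second list of 4 fat body genes had a median log2 ratio of 0.766, with 3 of 4 higher, and all 4 were above the floor in the 6 h libraries. Among them, *Rfabg* had 145.5 CPM in replicate 2 and 20.4 CPM in replicate 1. On that list a larger share of fat body cannot be told apart from other differences between the 6 h replicates, because 4 genes are too few. The salivary gland glue genes reached 2.22 CPM (*Sgs7*) at most in any library and 0 of 9 were expressed. Of 6 hemocyte genes 5 were expressed, *crq* most highly with up to 75.8 CPM at 6 h APF, where the median log2 ratio of replicate 2 to 1 was 0.114.

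The male dosage compensation RNA *roX1* had 210.4 CPM in replicate 1 at L3, against 8.82 CPM in replicate 2. At 18 h APF it had 108.4 CPM in replicate 1 and 50.7 CPM in replicate 2, and at 24 h it was higher in replicate 2, with 54.6 CPM against 17.9 CPM. The 2 RNAs *roX1* and *roX2* were higher in the same replicate at 3 of the 3 timepoints with *roX2* above the floor, which is consistent with a different share of males among the dissected animals. With 2 RNAs and 3 timepoints this is a small test. The yolk protein genes, as female markers, reached 10.3 CPM (*Yp3*, 36 h APF) at most, with 1 of 3 expressed, and so are of little use in the wing. The labels give no sex, and no biological explanation was tested.

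The cuticle protein gene *Cpr65Ec* had 6442 CPM in replicate 1 at 6 h APF and 300.8 CPM in replicate 2. Of 30 cuticle protein genes besides the *Edg* genes with over 10 counts in a 6 h library, 17 were at least 2-fold higher in replicate 1 and 3 in replicate 2, with a median log2 ratio of −1.14. The targets *Eip75B* (overlapping *CG32192* and *CG42393* on the opposite strand) and *Hr4* (overlapping *PIG-K* and *CR46447*) differed the other way, with 58.7 and 61.2 CPM in replicate 1 and 212 and 197 CPM in replicate 2. The biological coefficient of variation of 35.7% at 6 h APF argues against fewer reads as the cause, since it was 19.7% at 24 h, where replicate 2 had fewer reads than either 6 h library. The wings of the 2 replicates could have differed in age. The 3 *Edg* genes had a median log2 ratio of −5.18. Older wings in replicate 2 cannot be told apart from younger ones by this ratio, because no library lies between 6 and 18 h APF to show when these genes fall. The 824 genes that fell at least 2-fold from L3 to 18 h had a median log2 ratio of −0.344, and the 1034 genes that rose had one of 0.17. Older wings in replicate 1 would give the opposite signs. The genes that fell, however, also had a median log2 ratio of −0.34 between the 24 h replicates, 0.18 at 36 h and 0.14 at 44 h. The ratio at 6 h is about that of the 24 h replicates, so neither replicate can be called the older one from it, and older wings in replicate 1 cannot be told apart from the spread between replicates.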

How the results depend on the processing

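Each result was recomputed under the alternatives named in the summary of processing. Of the counts, lists and ranks, 168 values kept their direction and their side of the threshold, 14 were weaker, 8 moved and 2 reversed. Of the values of single genes, 270 stayed the same in this sense, 5 were weaker, 4 stronger and 1 reversed. With each library left out, 81 values of counts, lists and ranks stayed within the spread and 3 moved, and 204 values of single genes stayed and 24 moved. The cause was not tested for any of these changes unless it is named.

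With the deposited RPKM values, 4450 genes changed 2-fold between 6 and 18 h APF (3381 higher, 1069 lower), 1888 between 18 and 24 h (486 and 1402) and 4677 between 24 and 36 h (992 and 3685). The share of these genes that rose was 76% instead of 45.7%, 25.7% instead of 46.4% and 21.2% instead of 61.6%. Between L3 and 6 h it was 38.9% of 3959 instead of 55.4%, and between 36 and 44 h 70.7% of 2676 instead of 54%. With glmTreat, which asks for changes significantly beyond 2-fold, 1558, 1510, 166, 1037 and 801 genes passed in the 5 intervals. Of these, 1039 rose and 519 fell between L3 and 6 h, 52 and 114 between 18 and 24 h, and 734 and 303 between 24 and 36 h. The other alternatives, among them DESeq2's Wald test with 2662, 2572, 709, 2000 and 1534 genes, stayed within 1.5 times the main count. With library sizes that include reads not assigned to a gene, chosen after seeing the data, the 2-fold counts were 2678, 2574, 960, 2276 and 1781.

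With a replicate block the counts past the test were 2798, 2721, 765, 2180 and 1750. The block changed the log2 fold change of *stg* between L3 and 6 h APF to −1.82 and that of *br* between 6 and 18 h to −6.35. Correlations of replicate differences between timepoints, which test a pairing, lay between −0.16 and 0.20 over 15 pairs of timepoints, with 2 above 0.1, so the replicate numbers do not pair the samples.

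Of the list medians with a p-value under 0.05 in limma's camera at the preset correlation, 10 in the first 3 intervals had a p-value above 0.05 with the correlation between genes estimated from the data. This choice does not alter the medians. From L3 to 6 h APF, the medians and p-values were −0.86 and 0.0706 for the cell cycle, −1.18 and 0.115 for ribosome biogenesis, 1.28 and 0.13 for protein targeting, and 0.47 and 0.579 for ribosomal proteins. From 6 to 18 h they were 0.74 and 0.115 for the cell cycle, −1.37 and 0.0913 for protein targeting, and −0.85 and 0.252 for ribosomal proteins. From 18 to 24 h they were −0.46 and 0.395 for ribosome biogenesis, 0.43 and 0.259 for protein targeting, and 0.36 and 0.507 for ribosomal proteins. The fry test gave p-values above 0.05 for 4 of these 10 medians, with 0.097 for ribosomal proteins from L3 to 6 h (0.47), and 0.118 for ribosome biogenesis (−0.46), 0.055 for protein targeting (0.43) and 0.256 for ribosomal proteins (0.36) from 18 to 24 h. The median of ribosome biogenesis from 6 to 18 h was above 0.05 at either correlation (0.728 and 0.936). After 24 h APF a further 5 medians went above 0.05 with the estimated correlation. From 24 to 36 h these were ribosome biogenesis (p-values of 1.1e-05 at the preset and 0.329 at the estimated correlation) and protein targeting (4.46e-06 and 0.126). From 36 to 44 h they were ribosome biogenesis (0.00167 and 0.477), protein targeting (0.00218 and 0.28) and ribosomal proteins (1.55e-05 and 0.453). With library size alone, the ribosomal protein median between L3 and 6 h reversed to −0.10 and the ribosome biogenesis median between 6 and 18 h to 0.39. This follows from the shift of all tested genes by −0.54 and 0.51 under that scaling, since relative to it the medians were 0.44 and −0.12. With genes at the floor set to their bound, chosen after seeing the data, the cell cycle median was −1.30 instead of −1.39 between 24 and 36 h, with 33 genes at the floor. Between 36 and 44 h it was 0.21 instead of 0.33, with 39 genes at the floor.

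The rank of *stg* among the falls between L3 and 6 h APF ran from 12 to 45 across the 4 fits that each left out 1 library, with 45 without L3 replicate 1. The cell cycle median between L3 and 6 h ran from −1.20 to −0.70 and that of protein targeting from 0.96 to 1.45. From 18 to 24 h the ribosomal protein median was 0.17 without 18 h replicate 1 and 0.23 without 24 h replicate 2, against 0.36. The log2 fold change of *br* between 24 and 36 h APF, −0.05 in the main analysis, reversed to 0.027 with DESeq2's size factors (adjusted p = 0.978, in a range from 0.896 to 1 over its alternatives) and was 0.46 without 24 h replicate 2 and 0.12 without 36 h replicate 1. *br* had 23 to 45 counts per library at these timepoints, which limits what can be said of changes between them. *Kr-h1* was at or under the floor at 18 and 24 h APF, and no fold is given between them. For *Kr-h1* between 18 and 24 h APF, the alternative with the 4 libraries of the interval alone gave no value, since the gene was not tested there.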

Differences from the paper's values

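The paper's text gives the 2-fold rule for gene ontology analysis and does not name the criterion behind its counts of changed genes. Part of the differences below may come from that. By the 2-fold rule, 2941 genes changed between 6 and 18 h APF, against over 1900 in the paper. Of the alternatives set before the data were examined, the filter that asks for a log2 CPM above 2 in both replicates of one timepoint gave 2512 genes, within 1.5 times the paper's value. DESeq2's size factors, a prior count of 0.5, no expression filter, the deposited RPKM values and each library left out did not come within it. Library sizes that include reads not assigned to a gene, chosen after seeing the values, gave 2574 genes, also within 1.5 times. By edgeR's test 2713 genes passed, which is within 1.5 times the paper's value.

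Between 18 and 24 h APF, 1148 genes changed by the 2-fold rule, against nearly 650 in the paper. The filter in both replicates gave 852 genes, within 1.5 times, and the other alternatives for this count did not. Library sizes that include reads not assigned to a gene, chosen after seeing the values, gave 960 genes, which is also within 1.5 times the paper's value. By edgeR's test 746 genes passed.

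The genes changed 2-fold between L3 and 6 h APF were 19.5% of the genes in the files, against about 12% in the paper. The paper does not state the number of genes behind its share, so part of this difference may come from the denominator. The paper's count is over 2000 genes, and the count of 2979 genes is within 1.5 times 2000. The filter in both replicates gave 16.6%, within 1.5 times, and the other alternatives gave between 18.9 and 26.0%. Library sizes that include reads not assigned to a gene, chosen after seeing the values, gave 2678 genes, a share that is also within 1.5 times the paper's. The genes past edgeR's test were 18.2%, against the paper's 12%. DESeq2's Wald test gave 17.5%, glmTreat 10.2% and the 4 libraries of the interval alone 15.6%, all within 1.5 times the paper's value, and the other alternatives did not.

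The paper describes *stg* as the cell cycle gene with the largest reduction specifically at 6 h APF, and cites a heatmap of percent of maximum. In the list used here, *stg* ranked 22 of 174 by the fold change from L3 to 6 h. It ranked 3 when 6 h was compared with the mean of L3 and 18 h. As a percentage of its own maximum, the measure of the heatmap, it was the lowest of the 174 genes, at 7.58%. The difference from the paper is therefore limited to the ranks by fold change. The percentage depends on the maximum of *stg*, which lies at 24 h APF, and it was already as low as 26.6% at L3.

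In Fig. 4A, 8 of the 50 ecdysone targets (*brat*, *ecd*, *Nurf-38*, *kis*, *Eip63E*, *usp*, *Cyp4e2* and *CG5455*) have their maximum at another timepoint than in TMM normalized counts. All 8 peak as in Fig. 4A in the deposited RPKM values, an alternative set before the data were examined.

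The paper describes a reduction in the expression of genes for protein synthesis in the wing during metamorphosis. The ribosomal protein genes had a median log2 fold change of 0.47 between L3 and 6 h APF. It was −0.10 with library size alone, or 0.44 relative to all tested genes. This rise did not hold in fry (p = 0.097) or in camera with the estimated correlation (p = 0.579), so a rise of the list is not established. At 18 h these genes were below their L3 level, at 55.7 against 72.1% of the maximum.

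The paper's model has Broad induced at the transition from larva to puparium. Over all its transcripts, *br* was lower at 6 h APF than at L3, with a log2 fold change of −0.90 that was not past the test, and its isoforms were not told apart. Fig. 4A also has the maximum of *br* at L3. The paper reports other isoforms in the larval wing and the Z1 isoform at 6 h APF, so the level over all transcripts does not contradict it.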

Other observations

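Among the tests below, those of Fig. 4A, of *stg* and of *br* were chosen only after the result was seen.

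While the cell cycle list fell between 18 and 24 h APF, *stg* did not. Its log2 CPM lay above the median of the list by 3.92 ± 0.07 (SD, n = 2) at 18 h, 6.07 ± 0.16 at 24 h and 5.11 ± 0.78 at 36 h APF, against 1.59 ± 0.15 at 6 h. With each library left out in turn, the change of *stg* relative to the list between 18 and 24 h was at least 2.04 and at most 2.27, which argues against one outlying library. A scaling factor moves *stg* and the list alike and was not a possible cause. Cells in which *stg* stays on after the others have left the cell cycle were not examined, and the timepoint itself remains as an untested biological explanation.

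Ribosome biogenesis genes and ribosomal protein genes parted between L3 and 6 h APF, with medians 1.66 apart on the log2 scale. After subtraction of the trend of fold change with gene length the gap was 1.64, which argues against a loss of reads on long genes as the cause. A scaling factor moves both lists alike and was not a possible cause. No biological explanation other than the timepoint was available to test.

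Between 36 and 44 h APF *br* rose again, from 7.82 ± 1.5 to 29.2 ± 6.45 CPM (SD, n = 2), a log2 fold change of 1.90 (standard error 0.45, adjusted p = 0.00816 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over the alternatives the adjusted p-value ranged from 4.09e-07 to 0.00816, which argues against counting noise at low counts. The level at 44 h was 1.29% of the maximum, and which transcripts it comes from was not analysed here.

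The 8 ecdysone targets that peak elsewhere in Fig. 4A than in TMM normalized counts all peak as in Fig. 4A when the counts are scaled by library totals that include reads aligned to several places. The deposited RPKM values use such totals, and all 50 targets peak in them as in Fig. 4A. This is consistent with Fig. 4A having been drawn on such a scaling, while the paper's methods name TMM normalized counts for the heatmap of core cell cycle genes.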
